# Integrative Cell Type-Specific Multi-Omics Approaches Reveal Impaired Programs of Glial Cell Differentiation in Mouse Culture Models of DM1

**DOI:** 10.3389/fncel.2021.662035

**Published:** 2021-05-05

**Authors:** Anchel González-Barriga, Louison Lallemant, Diana M. Dincã, Sandra O. Braz, Hélène Polvèche, Paul Magneron, Cédric Pionneau, Aline Huguet-Lachon, Jean-Baptiste Claude, Cerina Chhuon, Ida Chiara Guerrera, Cyril F. Bourgeois, Didier Auboeuf, Geneviève Gourdon, Mário Gomes-Pereira

**Keywords:** myotonic dystrophy, neurons, astrocytes, oligodendrocytes, transcriptomics, phosphoproteomics, splicing, ontology

## Abstract

Myotonic dystrophy type 1 (DM1) is a neuromuscular disorder caused by a non-coding CTG repeat expansion in the *DMPK* gene. This mutation generates a toxic CUG RNA that interferes with the RNA processing of target genes in multiple tissues. Despite debilitating neurological impairment, the pathophysiological cascade of molecular and cellular events in the central nervous system (CNS) has been less extensively characterized than the molecular pathogenesis of muscle/cardiac dysfunction. Particularly, the contribution of different cell types to DM1 brain disease is not clearly understood. We first used transcriptomics to compare the impact of expanded CUG RNA on the transcriptome of primary neurons, astrocytes and oligodendrocytes derived from DMSXL mice, a transgenic model of DM1. RNA sequencing revealed more frequent expression and splicing changes in glia than neuronal cells. In particular, primary DMSXL oligodendrocytes showed the highest number of transcripts differentially expressed, while DMSXL astrocytes displayed the most severe splicing dysregulation. Interestingly, the expression and splicing defects of DMSXL glia recreated molecular signatures suggestive of impaired cell differentiation: while DMSXL oligodendrocytes failed to upregulate a subset of genes that are naturally activated during the oligodendroglia differentiation, a significant proportion of missplicing events in DMSXL oligodendrocytes and astrocytes increased the expression of RNA isoforms typical of precursor cell stages. Together these data suggest that expanded CUG RNA in glial cells affects preferentially differentiation-regulated molecular events. This hypothesis was corroborated by gene ontology (GO) analyses, which revealed an enrichment for biological processes and cellular components with critical roles during cell differentiation. Finally, we combined exon ontology with phosphoproteomics and cell imaging to explore the functional impact of CUG-associated spliceopathy on downstream protein metabolism. Changes in phosphorylation, protein isoform expression and intracellular localization in DMSXL astrocytes demonstrate the far-reaching impact of the DM1 repeat expansion on cell metabolism. Our multi-omics approaches provide insight into the mechanisms of CUG RNA toxicity in the CNS with cell type resolution, and support the priority for future research on non-neuronal mechanisms and proteomic changes in DM1 brain disease.

## Introduction

Myotonic dystrophy type 1 (DM1) is a life-threatening rare disease presenting great variability in clinical manifestations and age of onset (Ashizawa and Sarkar, 2011; Harper, 2001; Udd and Krahe, 2012). Overall, DM1 has a prevalence of 1/3,000-1/8,000 individuals worldwide (Ashizawa et al., 2018), making it the most common muscular dystrophy in adults. Peripheral clinical features of DM1 include muscle weakness, myotonia, cardiac conduction abnormalities, premature cataracts and abnormal insulin metabolism. Central nervous system (CNS) impairment is also prominent, particularly in the congenital cases that present varying degrees of intellectual disability, attention-deficit hyperactivity disorder and autism spectrum disorder (Johnson et al., 2019). The cognitive profile of infantile, juvenile and adult patients is characterized by alterations in multiple neurological domains, such as global and social cognition, memory, language, executive dysfunction and visuospatial deficits. Psychiatric and emotional problems involve apathy, anxiety, avoidant behavior, and excessive daytime sleepiness (Meola and Sansone, 2007; Okkersen et al., 2017a). The wide and heterogeneous cognitive and neuropsychological profile in DM1 suggests the involvement of multiple brain areas and neuronal circuits. This hypothesis has been corroborated by functional studies reporting DM1 changes in the connectivity of brain networks (Serra et al., 2014), and studies of structural neuroimaging revealing widespread white matter changes and a decrease in gray matter volume in multiple brain regions (Gourdon and Meola, 2017; Okkersen et al., 2017b; Minnerop et al., 2018).

DM1 is caused by an expansion of a CTG trinucleotide repeat sequence in the 3’-UTR of the *DMPK* gene (Aslanidis et al., 1992; Brook et al., 1992; Fu et al., 1992; Mahadevan et al., 1992). This repeat contains less than 38 units in the non-affected population. A repeat length above ∼50 CTG units results in DM1 manifestations, with an age of onset and severity that correlate with the expansion size: longer repeats are associated with more severe clinical forms and earlier ages of onset (De Antonio et al., 2016). DM1 was the first disease ever described for which the underlying molecular pathogenesis involves a toxic RNA gain-of-function (Day and Ranum, 2005). Similar mechanisms of RNA toxicity were later unveiled in other disorders (Sicot et al., 2011; Sicot and Gomes-Pereira, 2013; Neueder, 2019). In DM1, expanded CUG repeats in *DMPK* mRNA form stable hairpin structures that are retained in the cell nucleus, where they form large aggregates (RNA foci) by abnormal binding of ribonuclear proteins. Some important factors involved in RNA metabolism, like the muscleblind-like (MBNL) family of splicing regulators, are sequestered by RNA foci (Miller et al., 2000; Fardaei et al., 2002). Several studies have shown that the limited availability of functional MBNL1, MBNL2, and/or MBNL3 contributes considerably to the development of molecular features of DM1 (Osborne et al., 2009; Du et al., 2010; Batra et al., 2014; Goodwin et al., 2015), as well as relevant phenotypes in mice (Kanadia et al., 2003; Matynia et al., 2010; Charizanis et al., 2012; Lee et al., 2013; Choi et al., 2015; Dixon et al., 2015; Thomas et al., 2017). In addition, stress responses triggered by the expression of mutant *DMPK* RNA cause the stabilization/activation of MBNL antagonists, like CELF1 (Kuyumcu-Martinez et al., 2007; Wang et al., 2007), STAU1 (Ravel-Chapuis et al., 2012), and hnRNPA1 (Li et al., 2020). Together, these proteins function as developmental regulators of alternative splicing, and their imbalance in DM1 causes primarily the aberrant persistence of fetal splicing isoforms in adult tissues, as well as other pre-mRNA processing defects. This pathological mechanism has been termed “spliceopathy” and affects hundreds of genes in several tissues and organs, many of which have been directly related to some peripheral manifestations of DM1. For example, myotonia is mediated by splicing defects in *CLCN1*; muscle weakness is likely the result of multiple missplicing events (*BIN1, CACNA1S DMD*, and *RYR1*); cardiac conduction defects may also be the consequence of at least two reported splicing abnormalities (*SCN5A*, and *TNNT2*) (Sznajder and Swanson, 2019).

In the brain, *DMPK* is expressed in neuronal and non-neuronal cell types (Zhang et al., 2016), resulting in accumulation of RNA foci in neurons, astrocytes and oligodendrocytes (Jiang et al., 2004; Hernández-Hernández et al., 2013; Sicot et al., 2017). MBNL sequestration has been reported as a modulator of RNA toxicity and disease pathogenesis in the brain (Matynia et al., 2010; Charizanis et al., 2012; Suenaga et al., 2012; Goodwin et al., 2015; Wang et al., 2017, 2018; Lee et al., 2019). In addition, CELF proteins were also suggested to contribute to CNS pathogenesis (Dhaenens et al., 2011; Hernández-Hernández et al., 2013). Still, the molecular and cellular mechanisms driving DM1 neurological impairment remain largely unknown. Previous studies analyzed the transcriptome of DM1 patients to uncover disease-related alterations (Batra et al., 2014; Goodwin et al., 2015; Otero et al., 2021). While many of the events found are specific to the CNS, an inherent limitation of studying tissue samples is the lack of cell type resolution. In particular, we do not know the extent to which different cell types are affected in the brain, and their contribution to the neuropsychological symptoms. To completely understand brain disease mechanisms and develop efficient therapies, a thorough analysis of cell type-specific events is indispensable. Primary brain cells generated efficiently in culture can obviate the technical limitations with the use of cell populations acutely isolated from fresh tissue, providing suitable model systems for studying disease pathogenesis with cell type resolution.

Here, we sought to investigate the molecular and cellular mechanisms perturbed by the CTG expansion in a cell-specific manner, using a transgenic mouse model of DM1 as a renewable source of homogenous primary cultures of neurons, astrocytes and oligodendrocytes. DMSXL mice carry a transgenic fragment of the human *DM1* locus containing more than 1,000 CTG trinucleotides (Gomes-Pereira et al., 2007). These animals display key molecular hallmarks of DM1, including ribonuclear foci and RNA missplicing in multiple tissues, as well as relevant muscle, cardiac and respiratory phenotypes (Huguet et al., 2012; Panaite et al., 2013; Algalarrondo et al., 2015). Importantly for our study, the expression of expanded CUG-containing *DMPK* transcripts in the CNS causes RNA foci accumulation in DMSXL neurons and glial cells (Hernández-Hernández et al., 2013; Sicot et al., 2017). The dysregulation of synaptic and glial proteins in these mice suggests underlying problems in multiple brain cell types. In particular, data implicating Bergmann glia dysfunction in the cerebellum-dependent motor incoordination of DMSXL mice (Sicot et al., 2017), further underscore the increasing importance of exploring the involvement on non-neuronal cells. The complexity of cell type composition in the brain, prompted us to use homogenous primary cultures derived from DMSXL mice to perform an integrative and cell type-resolved multi-omics approach, to investigate changes in the transcriptome and phosphoproteome of the major brain cell types, and explore the downstream functional consequences at single cell level.

## Materials and Methods

### Transgenic Mice

DMSXL transgenic mice (>99.8% C57BL/6 background) carry 45 kb of human genomic DNA from a DM1 patient (Seznec et al., 2000; Gomes-Pereira et al., 2007) within the first intron of the *Fbxl7* gene (data not shown). The breeding of hemizygous DMSXL mice generated DMSXL homozygotes and WT controls in the same litter. The DMSXL mice used in this study were homozygous for the human transgene, and carried more than 1,500 CTG repeats within the human *DMPK* gene. Transgenic DMSXL status was assessed by multiplex PCR using the oligonucleotide primers, which hybridize the *DMPK* transgene and the transgene integration site in the mouse *Fbxl7* gene: FBF (forward, TCCTCAGAAGCACTCATCCG), FBFBR (reverse, AACCCTGTATTTGACCCCAG) and FBWDR (reverse, ACCTCCATCCTTTCAGCACC). FBF and FBFBR primers hybridize the mouse *Fbxl7* gene, amplifying a sequence of 167 bp in WT mice. FBWDR primer hybridizes specifically the human transgene, generating a 236 bp PCR product.

### Cell Culture

Primary dissociated cell cultures of mouse cortical neurons, astrocytes, and oligodendrocytes were produced as previously described (Braz et al., 2020). Astrocyte precursors were extracted by magnetic cell sorting with magnetic anti-ACSA-2 microbeads (Miltenyi, 130-097-678), following the manufacturer’s instructions. The purity of primary cell cultures was estimated by immunofluorescence of cell type-specific protein markers: neurons, TUBB3; OPC, OLIG2; OL, MBP; Astrocytes, GFAP (Braz et al., 2020).

### RNA Isolation

RNA extraction was performed with the RNeasy Mini Kit (Qiagen, 74104) following the manufacturer’s protocol, with an additional DNAse digestion step (RNase-Free DNase Set, Qiagen, 79254) after the first wash with RW1 buffer. RNA concentration was assessed using a NanoDrop (Thermo Fisher Scientific).

### RNA-Seq

RNA quality of samples from primary cells (*n* = 4 independent cultures per cell type, per genotype) was verified by electrophoresis on an agarose gel. Illumina-compatible precapture barcoded mRNA libraries were constructed, and a series of 32 barcoded libraries was pooled at equimolar concentrations. The capture process was performed according to the manufacturer’s protocols for TruSeq Stranded mRNA (Illumina) and sequenced on an Illumina HiSeq2500, with a mean read depth of 49.6E6 ± 1.3E6 per sample (minimum, 35.3E6 reads per sample; maximum, 65.9E6). Global gene expression was analyzed as previously described (Lambert et al., 2018), using the DESeq2 package. Significant expression changes were considered for further analysis if absolute fold change between genotypes > 1.4, and *p*-value (corrected for multiple comparisons) < 0.05. Alternative splicing analyses were performed using the open source FaRLine pipeline (Benoit-Pilven et al., 2018). Significant missplicing events were selected for further analysis if the percentage of splicing inclusion (PSI) between genotypes was > 10% with *p*-value (corrected for multiple comparisons) < 0.05 (Fisher’s test). PSI was calculated as: (inclusion of alternative exon)/[(inclusion of alternative exon) + (exclusion of alternative exon)]. The datasets generated for this study can be found in the Gene Expression Omnibus repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE162093.

### Reverse Transcription and PCR Assays

For reverse transcription, 150–500 ng RNA was subjected to cDNA synthesis using the SuperScript II first-strand synthesis system (Thermo Fisher Scientific) with random hexamer primers in a total volume of 20 μL. In RT(−) control samples, water was added instead of reverse transcriptase.

Primer sets for PCR were designed using MacVector and NCBI Primer-Blast software. Amplification products were resolved by agarose gels electrophoresis. Primer sequences are listed in Supplementary Table 1.

#### Semi-Quantitative PCR

One μL of cDNA was used in PCR amplifications according to standard procedures. Cycling conditions were optimized for each target independently in pilot experiments. PCR products were analyzed on 1.5–2.5% agarose gels stained by ethidium bromide. Quantification of signals was done using the Image Lab software (Bio-Rad). PSI was calculated for each alternative exon.

#### Real-Time qPCR

For real-time RT-PCR (RT-qPCR), all procedures were performed following the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines (Bustin et al., 2009). Amplification efficiency of primer sets was determined using standard curves in each qPCR plate. Sample preparation and cycling conditions were done as described elsewhere (Huguet et al., 2012; Hernández-Hernández et al., 2013). All samples were normalized relative to the expression of an internal control: RNA Polymerase II Subunit A (*Polr2a*).

### Protein Isolation

Total protein from primary cells was extracted using RIPA buffer (Thermo Fisher Scientific, 89901) supplemented with 0.05% CHAPS (Sigma, C3023), 1× complete protease inhibitor (Sigma-Aldrich, 04693124001) and 1× PhosSTOP phosphatase inhibitor (Sigma-Aldrich, 04906845001). Protein concentrations were determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23227).

### Mass Spectrometry

#### Protein Digestion and Phosphopeptide Enrichment by Titanium Dioxide (TiO_2_)

Proteins were first reduced with 0.1 M dithiothreitol (DTT) final concentration at 60°C for 1 h. Then, proteins were digested using a FASP method (filter aided sample preparation) according to Lipecka et al. (2016). Phosphopeptide enrichments were carried out using Titansphere TiO_2_ Spin tips (3 mg/200 μL, Titansphere PHOS-TiO, GL Sciences Inc.) on the digested proteins for each biological replicate. Briefly, the TiO_2_ Spin tips were conditioned with 20 μL of solution A (80% acetonitrile, 0.4% TFA), centrifuged at 3,000 g for 2 min and equilibrated with 20 μL of solution B (75% acetonitrile, 0.3% TFA, 25% lactic acid) followed by centrifugation at 3,000 g for 2 min. Peptides were dissolved in 20 μL of solution A, mixed with 100 μL of solution B and centrifuged at 1,000 g for 10 min. Sample was applied back to the TiO_2_ Spin tips twice more in order to increase the adsorption of the phosphopeptides to the TiO_2_. Spin tips were washed sequentially with 20 μL of solution B and twice with 20 μL of solution A. Phosphopeptides were eluted by the sequential addition of 50 μL of 5% NH_4_OH and 50 μL of 5% pyrrolidine. Centrifugation was carried out at 1,000 g for 5 min. Phosphopeptides were purified using GC Spin tips (GL-Tip, Titansphere, GL Sciences Inc.). Briefly, the GC Spin tips were conditioned according to manufacturer instruction, then eluted phosphopeptides from the TiO_2_ Spin tips were added to the GC Spin tips and centrifuged at 1,000 g for 5 min. GC Spin tips were washed with 20 μL of 0.1% TFA in HPLC-grade water solution C. Phosphopeptides were eluted with 70 μL of 80% acetonitrile, 0.1% TFA solution A (1,000 g for 5 min) and vacuum dried.

#### NanoLC-MS/MS Protein Identification and Quantification

Samples were resuspended in 35 μL of 0.1% TFA in HPLC-grade water. For each run, 5 μL was injected in a nanoRSLC-Q Exactive PLUS (RSLC Ultimate 3000, Thermo Fisher Scientific). Phosphopeptides were loaded onto a μ-precolumn (Acclaim PepMap 100 C18, cartridge, 300 μm i.d. × 5 mm, 5 μm, Thermo Fisher Scientific) and were separated on a 50 cm reversed-phase liquid chromatographic column (0.075 mm ID, Acclaim PepMap 100, C18, 2 μm, Thermo Fisher Scientific). Chromatography solvents were (A) 0.1% formic acid in water, and (B) 80% acetonitrile, 0.08% formic acid. Phosphopeptides were eluted from the column with the following gradient 5–40% B (120 min), 40–80% (6 min). At 127 min, the gradient returned to 5% to re-equilibrate the column for 20 min before the next injection. Two blanks were run between each sample to prevent sample carryover. Phosphopeptides eluting from the column were analyzed by data dependent MS/MS, using top-8 acquisition method. Phosphopeptides were fragmented using higher-energy collisional dissociation (HCD). Briefly, the instrument settings were as follows: resolution was set to 70,000 for MS scans and 17,500 for the data dependent MS/MS scans in order to increase speed. The MS AGC target was set to 1 × 10^6^ counts with maximum injection time set to 200 ms, while MS/MS AGC target was set to 2 × 10^5^ with maximum injection time set to 120 ms. The MS scan range was from 400 to 1,800 m/z. MS and MS/MS scans were recorded in profile mode. Dynamic exclusion was set to 30 s.

#### Data Processing Following NanoLC-MS/MS Acquisition

The MS files were processed with the MaxQuant software version 1.5.8.3 and searched with Andromeda search engine against the UniProtKB/Swiss-Prot *Mus musculus* database (release 27-07-2017, 16923 entries). To search parent mass and fragment ions, we set an initial mass deviation of 4.5 ppm and 0.5 Da, respectively. The minimum peptide length was set to seven amino acids and strict specificity for trypsin cleavage was required, allowing up to two missed cleavage sites. Carbamidomethylation (Cys) was set as fixed modification, whereas oxidation (Met), N-term acetylation and phosphorylation (Ser, Thr, Tyr) were set as variable modifications. The match between runs option was enabled with a match time window of 0.7 min and an alignment time window of 20 min. The false discovery rates (FDRs) at the protein and peptide level were set to 1%. Scores were calculated in MaxQuant as described previously (Cox and Mann, 2008). The reverse and common contaminants hits were removed from MaxQuant output. The phosphopeptides output table and the corresponding logarithmic intensities were used for subsequent statistical analysis using the Perseus software platform. Significant phosphorylation changes were considered for further analysis if the phosphosite was detected only in all the samples of one of the genotypes (but in none of the other) or when fold change between genotypes > 1.4 and *p*-value (corrected for multiple comparisons) < 0.05. The datasets generated for this study can be found in the PRIDE repository: http://www.ebi.ac.uk/pride/archive/projects/PXD025011.

### Western Blot

Ten micrograms of total protein were mixed with 2X Laemmli Sample Buffer (Sigma-Aldrich, S3401), denatured for 5 min at 95°C and resolved in gradient (4–20%) Mini-PROTEAN TGX Stain-Free polyacrylamide gels (Bio-Rad, 4568096). After electrophoresis, gels were activated for 45 s under UV light, proteins were transferred onto nitrocellulose membranes using Trans-Blot Turbo Transfer System (Bio-Rad, 1704150) and total protein on the membrane was imaged using the ChemiDoc MP Imaging System (Bio-Rad, 17001402). Membranes were then blocked in 5% Blotto non-fat dry milk (Santa Cruz Biotech, sc2325) in 1× TBS-T (10 mM Tris-HCl, 0.15 M NaCl, 0.05% Tween 20) over night at 4°C. Incubations with either 1/500 anti-CAPZB (GeneTex, GTX89785) or 1/1,000 anti-PALM (Abcam, ab234739) primary antibodies were performed at room temperature for 3 h. Then, after three washes in TBS-T, membranes were incubated with 1/5,000 dilution of the following secondary antibodies conjugated to horseradish peroxidase (HRP) for 1 h at room temperature: donkey anti-goat IgG (Jackson ImmunoResearch, 705-035-147) for CAPZB membrane and goat anti-rabbit IgG (Thermo Fisher Scientific, 31460) for PALM membrane. Membranes were washed three times, developed by Clarity Western ECL Substrate (Bio-Rad, 1705061) and imaged with the ChemiDoc MP Imaging System (Bio-Rad, 17001402). Band intensity was quantified using Image Lab Software (Bio-Rad).

### Two-Dimensional Western Blot

#### Sample Preparation and Labeling

Total protein lysates were extracted from cells in a buffer composed of 7 M urea, 2 M thiourea, 1% CHAPS, 10% isopropanol, 10% isobutanol, 0.5% Triton X-100 and 0.5% SB3-10. Proteins were precipitated using the Perfect Focus kit (G-Biosciences) and pellets were resuspended in the same buffer. The protein content was assessed by the Quick Start^TM^ Bradford protein assay (BioRad) using BSA as standard. For each sample, 15 μg of proteins were supplemented with 20 mM Tris-HCl (pH 8.8), labeled with 120 pmol of Cy3 (Fluoprobes) by incubation during 30 min on ice and then quenched with 0.35 mM lysine for 10 min. Then, unlabeled proteins were added to corresponding Cy3-labeled proteins, for a total of 94 μg for WT1 and DMSXL1 samples (15 μg of Cy3-labeled + 79 μg of unlabeled) and for a total of 44 μg for WT2 and DMSXL2 samples (15 μg of Cy3-labeled + 29 μg unlabeled).

#### Two-Dimensional Difference Gel Electrophoresis

Two-dimensional electrophoresis was performed on 7-cm gels with pH ranges 4–7 using commercial strips (Bio-Rad). Strips were passively rehydrated overnight directly with the samples diluted in a rehydration buffer (Urea 7 M; Thiourea 2 M; CHAPS 1%; SD3-10 0.5%; Triton-X100 0.5%; Isobutanol 10%) supplemented with 40 mM DTT and 0.5% IPG Buffer 4–7 (Cytiva). IEF migration was set as follows: 1.5 h at 50 V, 1 h at 200 V, 45 min gradient from 200 to 1,000 V, 45 min at 1,000 V, 1 h gradient from 1,000 to 4,000 V, 3 h at 4,000 V, for a total of 16,000 VHrs. Following IEF, strips were incubated again in the corresponding rehydration buffer for 2 h and a second step of IEF migration was carried out: 30 min at 200 V, 1 h gradient from 200 V to 4,000 V, 3 h 45 at 4,000 V, for a total of 11,000 VHrs. Strips were incubated for 15 min in equilibration buffer (Urea 6 M, Tris pH 8.8 75 mM, Glycerol 26%, SDS 2%) supplemented with 65 mM DTT then 15 min in equilibration buffer supplemented with 135 mM iodoacetamide. The second dimension was performed in 10% acrylamide gels in a Tris-Glycine-SDS buffer. Current was set at 10 mA per gel during 1.5 h then at 25 mA per gel. Gel and membranes images were acquired on a scanner Ettan DIGE Imager (GE Healthcare).

#### Transfer, Blotting, and Image Acquisition

Proteins were transferred onto nitrocellulose membranes using Trans-Blot Transfer System (Bio-Rad) and total protein on the membrane was imaged using the ChemiDoc Imaging System (Bio-Rad). Membranes were blocked in 5% Blotto non-fat dry milk (Santa Cruz Biotech, sc2325) in 1× TBS-T (10 mM Tris-HCl, 0.15 M NaCl, 0.05% Tween 20) over night at 4°C. Incubation with 1/500 goat anti-CAPZB (GeneTex, GTX89785) and 1/1,000 rabbit anti-PALM (Abcam, ab234739) primary antibodies was performed at room temperature for 2 h and then washed three times in TBS-T. Membranes were incubated first with 1/15,000 680RD donkey anti-rabbit (LI-COR Biosciences, 925-68073) for 1 h at room temperature, washed three times and imaged using the Odyssey^®^ CLx Imaging System (LI-COR) to detect PALM signal. To detect CAPZB signal, we incubated the membranes with 1/5,000 donkey anti-goat IgG conjugated to HRP (Jackson ImmunoResearch, 705-035-147), washed three times and develop using the Clarity Western ECL Substrate (Bio-Rad, 1705061) in the ChemiDoc MP Imaging System (Bio-Rad, 17001402).

### Immunocytochemistry

#### Fluorescent *in situ* Hybridization (FISH) and Immunofluorescence Analysis (IFA)

Primary cells were fixed after 14 days *in vitro* for 15 min in 4% PFA (VWR, J61899.AP) and ribonuclear inclusions were detected using a 5′-Cy3-labeled (CAG)_5_ PNA probe, as previously described (Huguet et al., 2012). IFA combined with FISH was performed as previously described (Hernández-Hernández et al., 2013). The following primary antibodies were diluted as specified by the manufacturer: TUBB3 (Covance, PRB-435P), OLIG2 (Merck, AB9610), MBP (Abcam, ab40390), GFAP (Dako cytomation, Z0334), INF2 (ProteinTech, 20466-1-A), NUMA (GeneTex, GTX64368), SORBS1 (Proteintech, 13854-1-AP), and CLASP1 (Abcam, ab108620).

#### Microscope Imaging and Image Analysis

Images were acquired with a Zeiss ApoTome 2 fluorescent microscope or a Leica SP8 SMD confocal microscope (×63 and ×40 objectives). RNA foci were counted in 3D stacks using the Spot Detector plugin of the ICY bioimageanalysis open-source program^1^. INF2 and NUMA nucleo-cytoplasmic ratio was quantified on Z projections (using maximal intensity) of Z-stack confocal images, by quantifying the ratio between mean gray intensity values in nucleus and cytoplasm. IF and FISH images were treated with Fiji—ImageJ software (Schindelin et al., 2012) to create the figures.

### Statistics and Ontology Analyses

Statistical analyses were performed with Prism (GraphPad Software, Inc.). Data are represented as mean ± standard error of mean (SEM). After performing a normality test on the numeric variables, we used two-tailed Student’s *t*-test for parametric data and Mann-Whitney *U* test for non-parametric data, when two groups were compared. The statistical tests performed in each quantification are detailed in the corresponding figure legend. To calculate the statistical significance of the overlap between two groups of genes we used an online tool^2^. This statistical test calculates the probability (*p-*value) of finding the computed overlap if the genes were present at random in both groups, as well as the representation factor: fold-change between overlap observed and number expected by chance (Kim et al., 2001). Gene ontology (GO) analysis, as well as transcription and miRNA binding site enrichment were performed using Webgestalt tool^3^, using the total transcripts or proteins detected as background. Kinase enrichment analysis (KEA) was performed using the Enrichr suite of gene list enrichment tools^4^. *p*-values were Benjamin-Hochberg corrected (FDR).

## Results

### Characterization of Brain Cell Types From the DMSXL Mouse Model

#### Isolation of Neurons, Glial Cells, and Their Precursors

To investigate DM1-associated brain molecular pathogenesis with cell type resolution, we established homogenous primary cultures of individual cell types of the DMSXL mouse brain. To this end, we followed a primary cell isolation strategy from mouse brain cortices (Figure 1), which allowed us to obtain cell cultures of enough purity to study intrinsic molecular changes in neurons, astrocytes and oligodendrocytes (OL), with minimal cross contamination between cell types. Neuron stem cells (NSC) were collected from E16 embryos, at a stage of brain development prior to gliogenesis, and were then differentiated in culture. Oligodendrocyte precursor cells (OPCs) were collected from newborn pups, by column affinity isolation methods of cell sorting, using magnetic microbeads conjugated to anti-CD140a antibodies. A portion of the OPC population was collected for analysis after growing them in proliferation medium for 7 days *in vitro* (DIV), while the remaining cells were cultured in differentiation medium for an additional 7 DIV, to obtain matched differentiated OL from the same progenitors. The column flow-through, containing mainly astrocytes, was cultured for 14 DIV in astrocyte medium, to further enrich this cell type, eliminate contaminating cells and promote astroglia differentiation. This method allows the establishment of primary cell cultures with a degree of purity of at least ∼90% (Braz et al., 2020), which we assessed by the immunostaining of proteins markers specifically enriched in neurons (TUBB3), oligodendroglia (OLIG2), oligodendrocytes (MBP), and astrocytes (GFAP).

**FIGURE 1:**
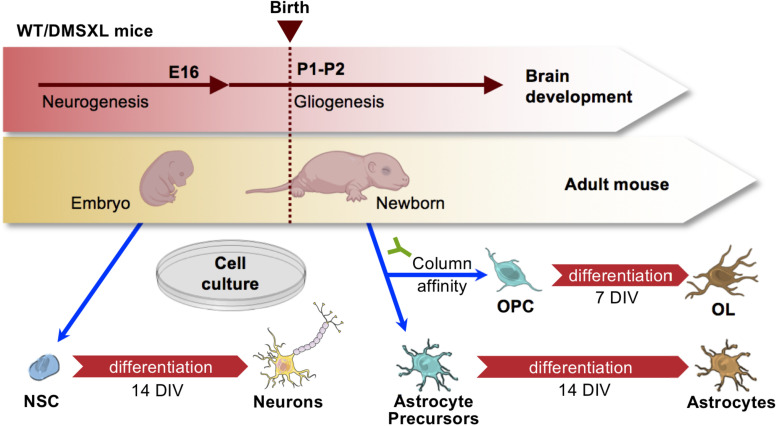
Strategy for the purification of primary brain cells from mouse cortex. Schematic representation of brain cell isolation from embryos and newborns. Precursor NSC were isolated from embryos at E16, prior to gliogenesis onset, and subsequently differentiated for 14 days *in vitro* (DIV). Astrocytes and OPC were isolated at birth. Astrocytes were differentiated for 14 DIV, while OPC were differentiated into OL over 7 DIV. Drawings of mouse embryo and newborn created with BioRender.com. Drawings of mouse embryo and newborn created with BioRender.com. Drawings of brain cells from Servier Medical Art, licensed under a Creative Commons Attribution 3.0 Unported License (CC BY 3.0).

#### Foci and Signs of RNA Toxicity

All cell types isolated from DMSXL brains accumulated nuclear CUG RNA foci in variable number (Figure 2A), which demonstrates the expression of expanded *DMPK* transcripts. Primary astrocytes exhibited the most pronounced RNA accumulation, since nearly all cells contained RNA foci (Figure 2B), with a significantly higher average of approximately six foci per nucleus, when compared to other cell types (Figure 2C). Neurons presented foci in around 70% of cells, with a total average of ∼2.4 foci per nucleus. Interestingly, the percentage of oligodendroglia cells (OPC and OL) with foci increased significantly during oligodendrocyte differentiation in culture, from ∼20% in OPC to nearly 50% in OL, with a two-fold increase in the average number of foci per cell (from ∼1.4 in OPC, to 2.5 in OL). MBNL proteins co-localized with nuclear RNA foci in primary DMSXL brain cells, with the exception of MBNL1, which did not show obvious co-localization in DMSXL neurons (Supplementary Figure 1). Interestingly, MBNL1 and MBNL2 showed cytoplasmic localization in primary neurons and astrocytes.

**FIGURE 2:**
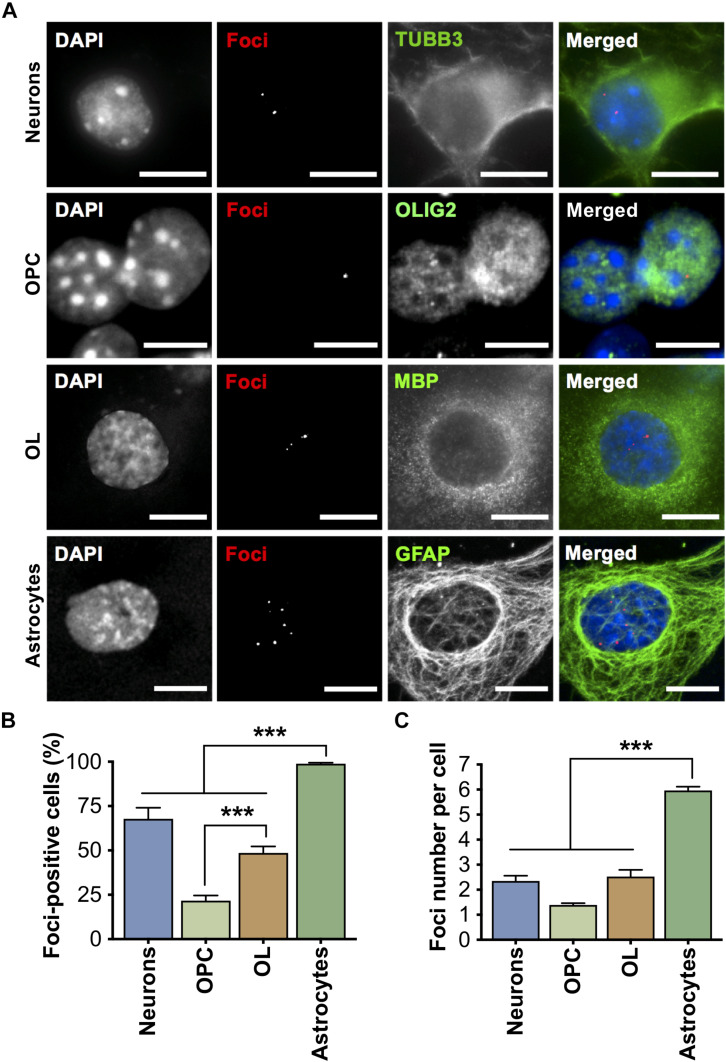
Accumulation of expanded CUG ribonuclear foci in primary DMSXL brain cells. **(A)** Foci accumulation in DMSXL neurons, OPC, OL, and astrocytes was detected by FISH, in combination with immunofluorescence of cell type-specific markers (Neurons, TUBB3; OPC, OLIG2; OL, MBP; Astrocytes, GFAP). Scale bars represent 10 μm. **(B)** Percentage of cells containing at least one focus. Data are average (±SEM). **(C)** Quantification of the number of foci per nucleus. Data are average (±SEM), *n* ≥ 7 cultures per cell type, *n* ≥ 125 cells per cell type (***p < 0.001; one-way ANOVA).

### RNA Sequencing

We performed RNA sequencing to evaluate the effect of expanded CUG repeats on the transcriptome of individual cell types, and gain insight into the affected pathways. In particular, we used this technique to compare the transcriptome of primary neurons, OPC, OL, and astrocytes isolated from DMSXL mice with those collected from WT controls.

#### Expression Analysis

We fist studied variations in gene expression. 

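RNA from 32 primary cultures was sequenced, with 4 DMSXL and 4 WT cultures for each of the 4 cell types. DMSXL mice carry a human DMPK transgene with a long CTG repeat. OPC were isolated from newborn cortex, and the paper describes OL as differentiated from the remaining part of the same progenitor cells. For OL, the paper gives 7 days of differentiation and the sample labels give 14 days. For astrocytes, the paper and the labels give 14 days in vitro and the series description gives 15 days. The labels name TopHat2 2.0.13 and SAMtools 0.1.19 for the reads, and the authors compared DMSXL with WT cells within each cell type with DESeq2. The authors' deposited tables list 21087 genes per cell type, each with its mean normalized count over the 8 libraries, the log2 fold change of DMSXL over WT, its standard error, the p-value and the adjusted p-value. Counts per library were not used here, so the depth behind the value of a single gene is unknown and the spread between cultures enters only through the standard errors of DESeq2. The paper states the range of read depth over the libraries in its methods. A mean normalized count above 0 was listed for 17085 genes in neurons, 15841 in OPC, 16066 in OL and 16872 in astrocytes. The authors' adjusted p-values were used at the paper's thresholds, and their p-values were adjusted again by the Benjamini-Hochberg method over the genes with a mean normalized count of at least 10. In addition, 21 lists of genes (cell type markers, pathways and complexes) were fixed before the data files were examined. The paper reports annexins, adhesion and matrix from these same libraries, and parts of it had been read when the named genes were chosen. Lists on these themes may therefore not be independent of the paper's results. Each list was tested against all other measured genes with limma's camera (version 3.58.1, preset correlation of 0.01) on the authors' test statistics, with adjustment over the lists of each cell type. The correlation between genes could not be estimated without values per library, so the test was repeated with preset correlations of 0 and 0.05, both chosen after seeing the data, and the lists whose call changed are named.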

RNA sequencing confirmed the expression of human *DMPK*, *DMWD*, and *SIX5*, the three genes included in the transgene (Seznec et al., 2000), and the downregulation of endogenous *Fbxl7* (Supplementary Table 2). 

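Fbxl7, the mouse gene into which the transgene is integrated, was lower in DMSXL than in WT cells of all 4 types. In the authors' deposited tables, its level in DMSXL cells was 10.9% of the WT level in astrocytes, 6.42% in OPC, 7.21% in OL and 1.93% in neurons. The corresponding log2 fold changes in the authors' deposited tables were −3.20 (standard error 0.25, n = 4 per genotype) in astrocytes, −3.96 (standard error 0.57) in OPC, −3.79 (standard error 0.58) in OL and −5.69 (standard error 1.20) in neurons. When the authors' p-values were adjusted over the genes with a mean normalized count of at least 10, the adjusted p-value of Fbxl7 from DESeq2 was 4.67e-34 in astrocytes, 6.21e-08 in OPC and 1.18e-07 in OL. Its mean normalized count in neurons was 4.93 in the authors' deposited table, under that minimum, with an adjusted p of 0.0191 from DESeq2 in the same table. Mouse Dmpk, the endogenous counterpart of the human gene in the transgene, was lower in DMSXL OL by the authors' deposited table (log2 fold change −0.37, adjusted p = 0.0135 from DESeq2), a change that did not reach the paper's fold threshold. The log2 fold change of Dmpk in the authors' deposited tables was 0.15 in astrocytes, −0.03 in OPC and 0.10 in neurons, none of which passed the test. The human genes of the transgene were not analysed here.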

Among all the brain cell types studied, OL showed the highest number of expression changes: the overall transcript levels of 85 genes were significantly modified in DMSXL OL, relative to WT OL. In contrast, DMSXL neurons, OPC and astrocytes displayed a limited number of differentially expressed genes (Figure 3A). 

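In DMSXL OL cultures, annexins, S100 proteins and genes of reactive astrocytes were lower than in WT OL cultures, while markers of mature OL and of OPC did not pass the test. The paper's thresholds, applied to the authors' deposited table, gave 58 genes, 56 of them lower in DMSXL OL. Steap4, a metalloreductase induced by inflammation, fell to 33.8% of the WT level in the authors' deposited table (log2 fold change −1.57, standard error 0.22, n = 4 per genotype, adjusted p = 2.21e-09 from DESeq2). Anxa5, a phospholipid-binding annexin, fell to 50.7% of the WT level in the authors' deposited table (log2 fold change −0.98, standard error 0.18, adjusted p = 6.64e-05 from DESeq2). Hspb1, a small heat shock protein, fell to 42.5% and Serping1, an inhibitor of the complement protease C1, to 56.4% of the WT level in the authors' deposited table. Itga3, an integrin subunit that binds laminin, fell to 42.7% of the WT level in the same table of the authors (standard error of the log2 fold change 0.20, adjusted p = 6.03e-07 from DESeq2). Of 16 annexin and S100 genes measured, 6 fell (7 when adjusted over the list alone), and 15 had a negative log2 fold change, with a list median of −0.42 (limma's camera, adjusted p = 1.41e-21). Of 31 reactive astrocyte genes, 5 fell (10 when adjusted over the list alone), and 29 had a negative log2 fold change, with a median of −0.43 (limma's camera, adjusted p = 1.26e-18). Among these, Serpina3n, a serine protease inhibitor, was at 75.1% of the WT level in the authors' deposited table, past the threshold for the adjusted p but not for the fold. Of 16 interferon response genes, none fell by both thresholds or when adjusted over the list alone, 12 had a negative log2 fold change, and the list as a whole was lower (median −0.32, limma's camera, adjusted p = 0.00350). The 19 astrocyte markers were also lower as a list, with a median of −0.13 (limma's camera, adjusted p = 2.67e-06), although none fell by both thresholds and 1 fell when adjusted over the list alone. The astrocyte marker Gfap was abundant in these cultures, with a mean normalized count of 185596 against 18210 for the myelin gene Mbp in the authors' deposited table. None of the 24 markers of mature OL and the 19 markers of OPC changed, and neither list passed the test (medians 0.05 and 0.05, limma's camera, adjusted p = 0.311 and 0.0634), although the OPC list passed as higher at a preset correlation of 0 (adjusted p = 0.0396). The 24 cell cycle genes had an adjusted p of 0.0623 by limma's camera (0.0334, lower, at a preset correlation of 0), and the other 9 lists that did not pass the test (neuron, microglia, endothelial and mural cell markers, cholesterol synthesis, immediate early genes, stress response, sex-linked genes and reported MBNL targets) had adjusted p-values of 0.295 to 0.939. In all, 9 of the 21 lists passed the test in OL, 8 lower and 1 higher, and 8 of the 9 also passed it at a preset correlation of 0.05.

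**Figure D1:**
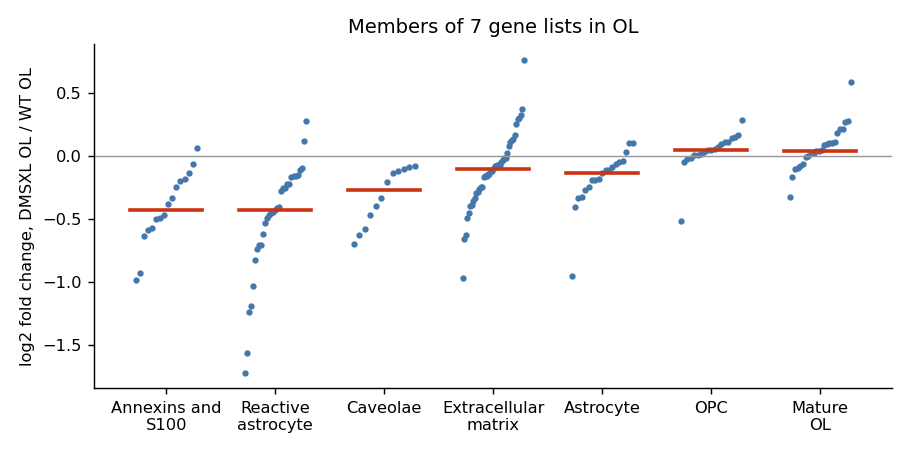
log2 fold change of DMSXL over WT OL (vertical axis, from the authors' deposited table) for each measured member of 7 gene lists (points), with the median of each list (red line). The medians of the annexin and S100 list and of the reactive astrocyte list lie at −0.42 and −0.43, and those of the OPC and mature OL lists at 0.05.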

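In astrocytes, OPC and neurons, few single genes changed beside Fbxl7. Col15a1, a basement membrane collagen, was raised in DMSXL astrocytes in the authors' deposited table (log2 fold change 1.65, standard error 0.27, n = 4 per genotype, adjusted p = 6.40e-06 from DESeq2). Col3a1, a fibrillar collagen, was raised in DMSXL neurons in the authors' deposited table (log2 fold change 0.86, standard error 0.16, adjusted p = 0.00288 from DESeq2). At the paper's thresholds the authors' deposited tables gave 2 genes in astrocytes, 1 in OPC and 2 in neurons, and with adjustment over genes with a mean normalized count of at least 10 these became 2, 1 and 1. An unadjusted p under 0.05 was found for 256 genes in astrocytes (1.52% of those with a p), 364 in OPC (2.30%) and 477 in neurons (2.79%), against 1521 in OL (9.47%). Unchanged genes with well-calibrated p-values would give a share of 0.05. The p-values thus were conservative in astrocytes, OPC and neurons, and the few calls there are weak evidence that genes did not change. Gene lists passed the test in these cells where single genes did not. In DMSXL astrocytes, the cell cycle genes were lower as a list, with a negative log2 fold change in 24 of 24 members and a median of −0.17 (limma's camera, adjusted p = 2.47e-06), and none fell by itself, also when adjusted over the list alone. Interferon response genes were lower in DMSXL astrocytes as well, with a negative log2 fold change in 16 of 18 members and a median of −0.36 (limma's camera, adjusted p = 5.37e-06). In DMSXL OPC, genes of the extracellular matrix were lower as a list (34 of 39 negative, median −0.14, limma's camera, adjusted p = 8.86e-09), as were genes of adhesion to the substrate (28 of 33 negative, median −0.07, adjusted p = 7.31e-06). In the same cultures, mural and fibroblast markers (3 of 4 negative, median −0.82) and reactive astrocyte genes (11 of 15 negative, median −0.20) did not pass (limma's camera, adjusted p = 0.0715 each). In DMSXL neurons, all 21 genes of cholesterol synthesis had a positive log2 fold change, with a median of 0.29 (limma's camera, adjusted p = 4.22e-11). For instance, the log2 fold change of Cyp51, which removes a methyl group from lanosterol, was 0.32 (standard error 0.16) in the authors' deposited table of neurons. In the same neuron cultures, neuron markers were higher and the markers of astrocytes and endothelial cells lower (limma's camera, adjusted p = 0.0279, 0.0168 and 0.0146), so the mix of cells may differ between the genotypes. At a preset correlation of 0.05, the lists of neuron and astrocyte markers no longer passed (adjusted p = 0.103 and 0.0614), and that of endothelial cells did (0.0468). No member of these lists in OPC or of the cholesterol list changed by itself, also when adjusted over the list alone.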

The low number of altered transcripts found in DMSXL OPC indicates that the expression differences detected in DMSXL OL emerged during oligodendroglia differentiation, from OPC to OL, and were mostly absent at early precursor cell stages.

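Anxa6, a membrane-binding annexin, was lower in DMSXL OL but not in DMSXL OPC. Its log2 fold change was 0.05 in OPC by the authors' deposited table, and the difference between the OL and the OPC effects was −0.69 (standard error 0.09, adjusted p = 2.21e-09 over all 11679 genes compared). Gfpt2, an enzyme of hexosamine synthesis, also differed, with an effect in OL that was lower by 0.86 on the log2 scale (adjusted p = 0.0394 from the DESeq2 values). These tests divided the difference between the effects by the combined standard error of the authors' values, and 38 of the genes changed in OL had a mean normalized count of at least 10 in both cell types. Of these 38 genes, 19 differed between OL and OPC when adjusted over the 38 genes alone, and 2 (Anxa6 and Gfpt2) when adjusted over all genes. Anxa5 was at a log2 fold change of −0.58 in OPC in the authors' deposited table and was not among the genes that passed the test in that cell type. Over the 37 lowered genes of this set, the median log2 fold change was −0.62 in OL and −0.09 in OPC, with a negative value in OPC for 24 of 37 (exact binomial test against equal shares, two-sided, p = 0.0989). The 38 genes were selected for their change in OL, which favours a difference from OPC, and the test treats the OL and OPC libraries as independent although the paper describes them as matched. Genes of caveolae were lower as a list in DMSXL OPC (9 of 11 negative, median −0.18, limma's camera, adjusted p = 3.89e-04). From the low number of altered transcripts in OPC, the paper concludes that the differences seen in OL arose during the differentiation of OPC into OL and were mostly absent from the precursors.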

**FIGURE 3:**
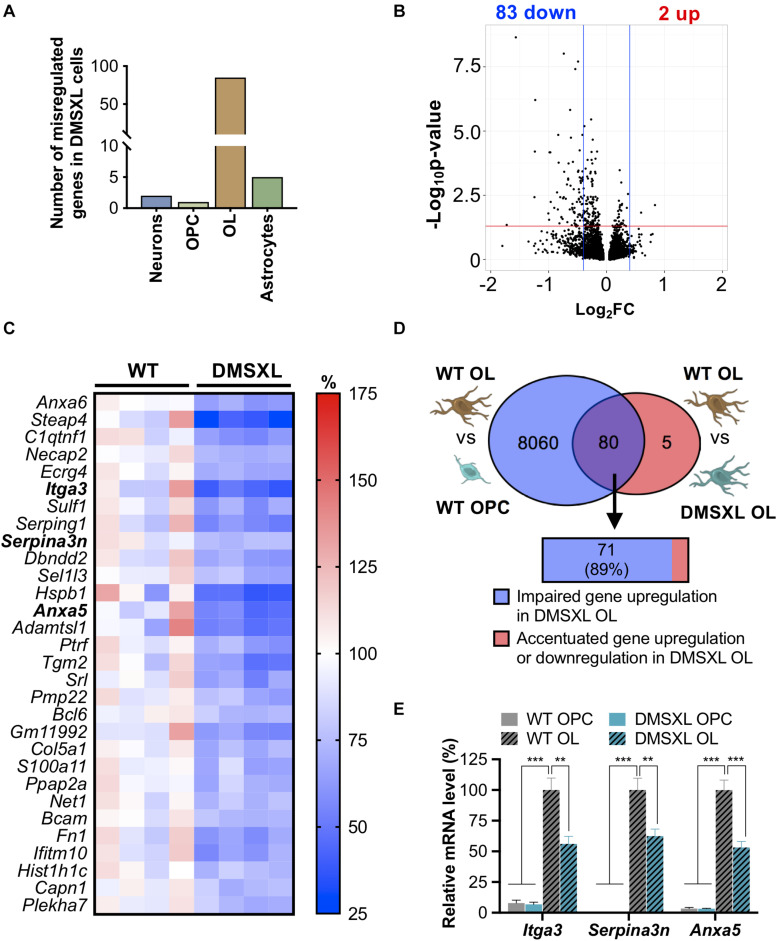
Expression changes in DMSXL brain cells and impaired upregulation of gene expression in oligodendroglia. **(A)** Number of genes differentially expressed in each DMSXL brain cell type. Inclusion criteria: absolute fold change > 1.4; *p* (corrected for multiple comparisons) < 0.05. Total number of gene transcripts identified: neurons, 17,089; OPC, 15,845; OL, 16,070; Astrocytes, 16,878. **(B)** Volcano plot representing the dysregulated transcripts in DMSXL OL, showing that most of the expression defects resulted in gene downregulation, when compared to WT controls. **(C)** Heatmap representing the expression changes of the 30 most significantly affected genes in DMSXL OL, relative to normalized expression in WT OL. Inclusion criteria: absolute fold-change > 1.4, *p* (corrected for multiple comparisons) < 0.001, and base-mean expression value > 50. Genes highlighted in bold were validated by RT-qPCR. **(D)** Overlap of the 85 expression changes in DMSXL OL with the variations that accompany WT oligodendroglia differentiation in culture (representation factor: 2.4, *p* < 1.9E-27). The majority of the overlapping genes failed to upregulate their expression to match the levels of WT OL (Fisher’s exact test, *p* < 0.001). **(E)** RT-qPCR quantification of *Itga3*, *Serpina3n*, and *Anxa5* transcripts in DMSXL OL, confirming lower total expression relative to WT cells after differentiation in culture (**p < 0.01; ***p < 0.001; one-way ANOVA; *n* = 3 OPC; *n* = 6 OL independent cultures per genotype).

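Among the genes raised in DMSXL OL were Col2a1, a fibrillar collagen of cartilage, and Gstm2, a glutathione transferase. Col2a1 had a log2 fold change of 0.60 (standard error 0.16, n = 4 per genotype, adjusted p = 0.0145 from DESeq2) in the authors' deposited table. Gstm2 had a log2 fold change of 0.84 (standard error 0.21, adjusted p = 0.00740 from DESeq2) in the authors' deposited table. No other gene was raised past both thresholds. The lowered genes included Lcn2, a secreted iron-siderophore carrier of reactive astrocytes, at 30.3% of the WT level in the authors' deposited table (standard error of the log2 fold change 0.51, adjusted p = 0.0445 from DESeq2). With the authors' p-values adjusted over every gene with a p, Lcn2 did not pass (adjusted p = 0.0619 from DESeq2). Cd34, a sialomucin of progenitor and endothelial cells, was at 42.3% and Sfrp5, a secreted inhibitor of Wnt signals, at 50.0% of the WT level in the authors' deposited table. Adamtsl1, a secreted matrix protein, was at 51.1%, Vdr, the vitamin D receptor, at 50.4% and Kcns1, a potassium channel subunit, at 51.5% of the WT level in the authors' deposited table. With the authors' p-values adjusted over genes with a mean normalized count of at least 10, 55 genes were lowered and 2 were raised. Without a fold threshold, 193 genes were lower and 34 were higher in DMSXL OL at an adjusted p under 0.05 from DESeq2.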

We investigated the expression differences in DMSXL OL in further detail, and found that only two events corresponded to RNA upregulation, while all the remaining alterations resulted in the downregulation of steady-state levels of mRNA transcripts (Figures 3B,C). The striking predominance of gene downregulation in DMSXL OL relative to WT OL pointed to the possibility that the affected genes are naturally upregulated during the differentiation and maturation of WT oligodendroglia, but they fail to undergo similar activation in DMSXL cells. To test this hypothesis, we explored the transcriptome shift that occurs during the maturation of OPC into OL in WT cultures. We found 8,140 genes whose total expression varies throughout oligodendroglia differentiation in culture. Remarkably, out of the 85 genes significantly misregulated in DMSXL OL, the vast majority (80/85, 94%) overlapped with this list, presenting differentiation-dependent gene regulation (Figure 3D). In other words, our results suggest that expanded CUG RNA affects primarily the expression of genes that are regulated during oligodendroglia differentiation. Furthermore, and in line with our hypothesis, 71 of those 80 genes (89%) failed to match the upregulation that accompanies the OPC—OL transition in WT cultures, corresponding to a significant overrepresentation of defective gene expression activation in DMSXL OL (Fisher’s test, *p* < 0.001). 

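Most genes lowered in DMSXL OL were more abundant in OL than in OPC cultures. Steap4 had a mean normalized count of 92.7 in OL and 0.122 in OPC in the authors' deposited tables, and Sulf1, a sulfatase that edits heparan sulfate, 2987 and 20.3. The authors' deposited tables list mean normalized counts of 2787 in OL and 368 in OPC for Anxa5, and of 131 and 19.7 for Itga3. The order was the opposite for Fn1, which encodes fibronectin, with 237 in OL and 490 in OPC, and for Anxa6 with 4670 and 7592, in the authors' deposited tables. For each cell type, the mean of the WT libraries was worked out from the mean over all libraries and the fold change, and levels were compared after adding 1, with the log2 ratio of the median gene set to 0. By this measure, 49 of the 56 lowered genes (87.5%) were more than 1.4-fold higher in WT OL than in WT OPC, 5 were lower and 2 lay within that fold, with a median log2 ratio of 4.00. Of the 12441 other genes with a mean of at least 10 in the OL table, 34.9% were higher in OL by the same measure (one-sided Fisher's exact test, p = 5.53e-16). Markers of astrocytes were also more abundant in the OL cultures, with mean normalized counts in the authors' deposited tables of 185596 in OL and 8.89 in OPC for Gfap and of 21124 and 42.2 for Aqp4, and a median of 11604 and 1230 over the 19 markers, so these ratios do not tell OL from astrocyte-type cells. The tables of OL and OPC were normalized separately and hold no test between the stages, so these are ratios of levels without an error, and the list of genes that change in WT differentiation was not used here.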

The remaining eight gene expression variations found in DMSXL OL accentuated the upregulation or downregulation that occurs naturally during the OPC—OL transition in WT cell cultures (Figure 3D). To validate the partial retention of OPC-associated expression profiles in DMSXL OL, we quantified the total transcript levels of three dysregulated genes by RT-qPCR (Figure 3E). The analysis confirmed a pronounced increase in the expression of *Itga3*, *Anxa5* and *Serpina3n* during WT oligodendroglia differentiation, from OPC to OL cell stage. Notwithstanding a modest upregulation during DMSXL oligodendroglia differentiation, the steady-state levels of these three transcripts remained significantly lower in DMSXL OL, relative to WT OL controls.

To explore the biological functions associated with the 85 genes differentially expressed in DMSXL OL, we computed the enrichment of biological processes, cellular components and molecular functions by GO analysis. The most highly and significantly enriched GO terms are shown in Figure 4A. Although the GO terms found were diverse, they were frequently related to cell membrane-dependent processes, like cell adhesion, cell morphogenesis, and extracellular matrix (Supplementary Table 3).

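Matrix and adhesion genes were among those lowered in DMSXL OL. Fn1 fell to 63.3% of the WT level in the authors' deposited table (log2 fold change −0.66, standard error 0.14, n = 4 per genotype, adjusted p = 6.99e-04 from DESeq2). Col5a1, a chain of a fibril-forming collagen, fell to 71.3% of the WT level in the authors' deposited table (log2 fold change −0.49, standard error 0.10, adjusted p = 3.84e-04 from DESeq2). Sulf1 fell to 64.8%, Ptrf, a coat protein of caveolae, to 67.0% and Tgm2, an enzyme that crosslinks matrix proteins, to 56.6% of the WT level in the authors' deposited table. Of 42 genes of the extracellular matrix, 4 fell and none rose by both thresholds (4 fell and 1 rose when adjusted over the list alone), and 30 had a negative log2 fold change, with a median of −0.10. This list passed the test by limma's camera (adjusted p = 0.00350), but not at a preset correlation of 0.05 (adjusted p = 0.0690). Of 35 genes of adhesion to the substrate, Itga3 alone fell (also when adjusted over the list alone), and 30 had a negative log2 fold change, with a median of −0.09 (limma's camera, adjusted p = 1.52e-07). All 12 genes of caveolae had a negative log2 fold change, with a median of −0.27, and 1 fell, or 2 when adjusted over the list alone (limma's camera, adjusted p = 4.27e-11). Targets of TGF-beta and YAP signals, which include Fn1 and Tgm2, were lower as a list (2 of 12 fell, 3 when adjusted over the list alone, median −0.28, limma's camera, adjusted p = 7.00e-05). The markers of astrocytes and the genes of reactive astrocytes were lower in the same cultures.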

**FIGURE 4:**
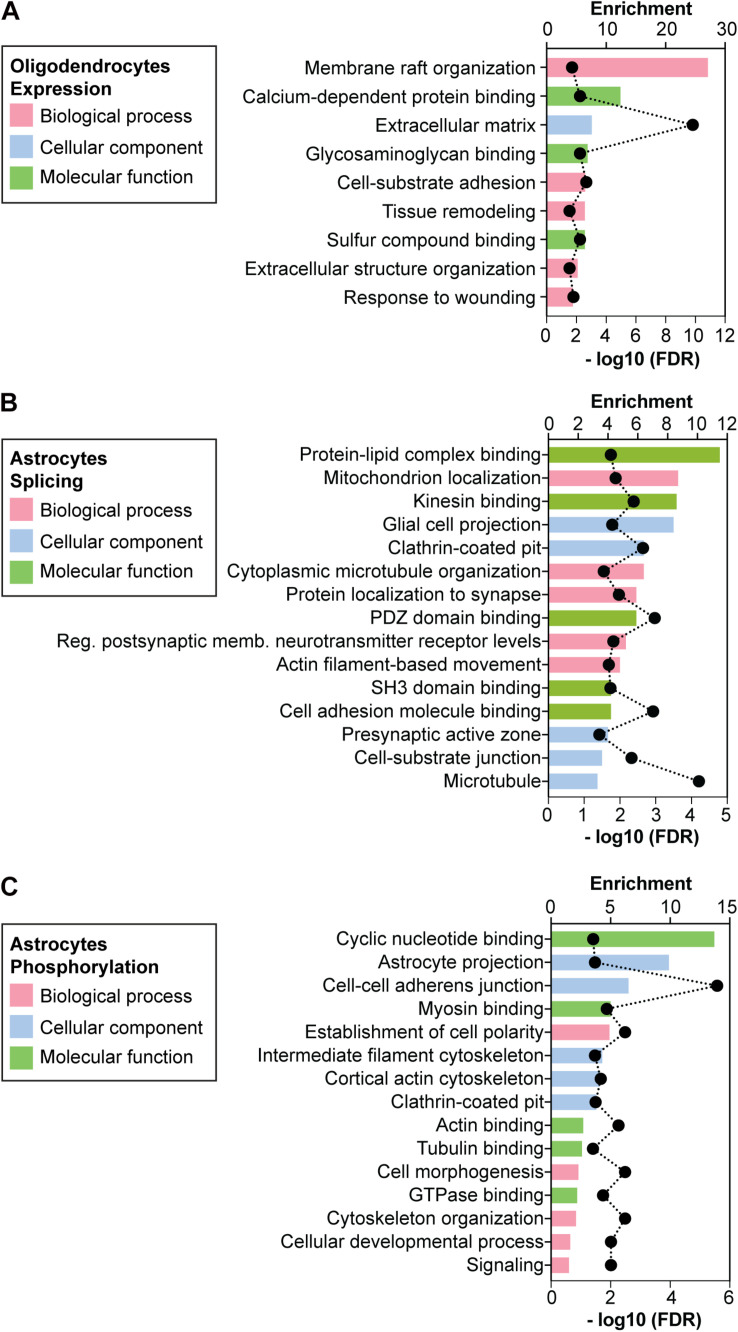
Gene ontology of expression, splicing and phosphorylation changes detected in primary DMSXL cells. Enriched non-redundant GO terms associated with the genes showing **(A)** altered expression levels in primary DMSXL OL, **(B)** variations in alternative splicing in primary DMSXL astrocytes, and **(C)** changes in protein phosphorylation in primary DMSXL astrocytes. The graphs represent the enrichment ratio and the -log10(FDR) of enrichment. A maximum of 5 terms are presented for each ontology (biological process, cellular component and molecular function).

In summary, the transcriptome of primary DMSXL brain cells revealed a number of expression changes in oligodendrocytes, which are mainly characterized by the impaired activation of genes that are usually upregulated during oligodendroglia transition, from precursor OPC stages to differentiated OL.

#### Splicing Analysis

We then interrogated the RNA sequencing data to investigate the alternative splicing profile of DMSXL brain cells. 

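Splicing was compared in the same 32 libraries, between 4 DMSXL and 4 WT cultures of each cell type and between WT OL and WT OPC. The authors ran the FaRLine pipeline, which counts reads that include or exclude each alternative segment, and their deposited tables of the 4 cell types give the percentage of splicing inclusion (PSI) of each event in each library as a fraction, with the difference between the group medians. The table of WT OL against WT OPC gives differences between libraries of the same number and their median in place of PSI, so PSI of these libraries was taken from the tables of OL and OPC. All of them give the adjusted p-value of Fisher's exact test on reads summed over the 4 libraries of a group. Tables held 153470 events in astrocytes, 129953 in OL, 161498 in OPC, 139741 in neurons and 152770 in the comparison of WT OL with WT OPC. The acceptor sites of OPC end at the last line that an older spreadsheet format can hold, so the OPC counts may be incomplete. An event was called when the authors' adjusted p was under 0.05 and the authors' difference above 10 points, as in the paper, and sites of the same exon listed more than once were counted once. Reads per event were not used here, so the depth behind each PSI is unknown. Named events were called on the same libraries. For those named because their change was among the largest, the rule required that the libraries of the groups do not overlap, so no exact p is given for them in that comparison. Fisher's test on summed reads takes reads and not cultures as its units. For that reason, means and standard deviations over 4 libraries and a two-sided exact permutation test are given beside it. The smallest p that 4 libraries against 4 allow is 0.0286. In astrocytes, where libraries of the same number deviate together, exact permutation within the 4 pairs cannot give a p below 0.125, and the p-values given for astrocytes leave the pairs out of account. In addition, limma (version 3.58.1) was fitted to PSI per library. It used the events with a mean PSI between 2% and 98% and a value in all 8 libraries. These were 22418 events in astrocytes, 22052 in OL, 24885 in OPC, 23014 in neurons and 21322 between WT OL and WT OPC. The p-values were adjusted within each type of event. In simulated data with the spread of these libraries, limma called 80% of the events changed by 20 points in astrocytes, 82% in OL, 85% in OPC, 75% in neurons and 83% between WT OL and WT OPC. The changed events were picked at random and given the same shift in every library of a group. These shares therefore do not hold for exons whose change varies between libraries, as in DMSXL astrocytes. Exon numbers and coordinates are those of the authors' tables, which do not name the genome build.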

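Genes of the plasma membrane, of laminin adhesion, of endocytosis and of zinc transport were among those misspliced in DMSXL astrocytes. Exon 8 of Palm, a lipid-anchored protein that shapes the plasma membrane (chromosome 10, 79279537 to 79279668), was included at 13.4% ± 12.1 (SD, n = 4) in DMSXL and 41.2% ± 1.73 (SD, n = 4) in WT astrocytes. Replicate 4 of the DMSXL cultures, at 31.3%, stood apart from the other DMSXL libraries in this exon. Exons 26 and 27 of Itga6, an integrin that binds laminin, were included at 61.5% ± 13.8 (SD, n = 4) in DMSXL and 94.9% ± 4.21 (SD, n = 4) in WT astrocytes (chromosome 2, 71690320 to 71690692 and 71691591 to 71691720). Dnm2 encodes a dynamin that cuts off endocytic vesicles. The PSI of its mutually exclusive exons 10 and 11 was 77.8% ± 16.2 (SD, n = 4) in DMSXL and 42.5% ± 5.94 (SD, n = 4) in WT astrocytes (chromosome 9, 21283343 to 21283481 and 21284851 to 21284989). At a donor site of exon 6 of Slc39a11, a zinc transporter (chromosome 11, 113325265 to 113325409), PSI was 52.1% ± 10.5 (SD, n = 4) in DMSXL and 74.5% ± 4.44 (SD, n = 4) in WT astrocytes. In each of these events the DMSXL and WT libraries did not overlap (exact permutation test, two-sided, p = 0.0286 unpaired, where 0.125 is the lowest within pairs). An acceptor site of exon 22 of Magi1, a scaffold of cell junctions (chromosome 6, 93644002 to 93644205), was at 42.7% ± 16.2 (SD, n = 4) in DMSXL and 18.0% ± 12.6 (SD, n = 4) in WT astrocytes, with overlapping libraries (exact permutation test, two-sided, p = 0.0571).

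**Figure D2:**
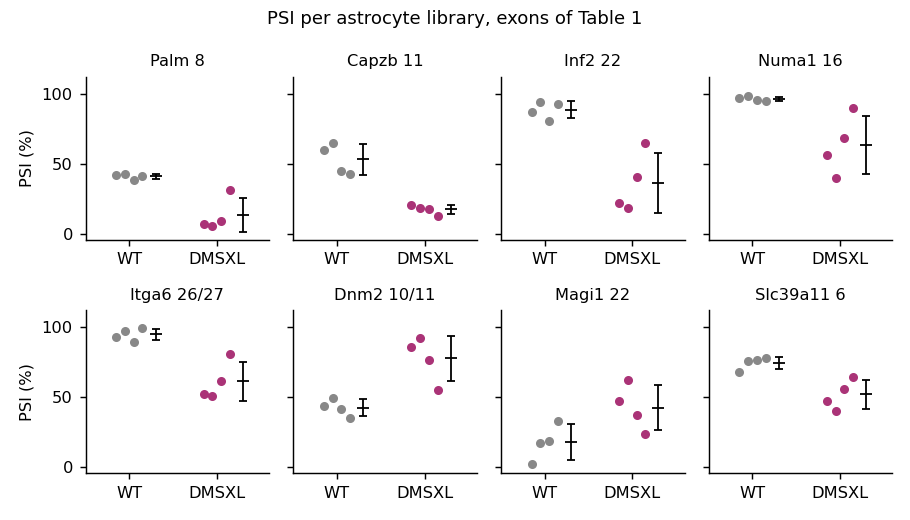
PSI (percent, vertical axis) of each astrocyte library (points) in 8 events of Table 1, for WT (grey) and DMSXL (purple) cultures, with the mean and SD of 4 libraries (bars). The DMSXL libraries of Palm exon 8 lie between 5.67% and 31.3%, all below the WT libraries.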

We studied five different types of splicing events: single and multiple exon skipping, mutually exclusive exons, and acceptor/donor site switch (Figure 5A and Table 1). 

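Astrocytes and OL carried most of the splicing events called between DMSXL and WT cells. In astrocytes, exon 42 of Dock9, a guanine nucleotide exchange factor (chromosome 14, 121990533 to 121990576), was included at 40.6% ± 17.6 (SD, n = 4) in DMSXL and 89.6% ± 5.97 (SD, n = 4) in WT cultures. Exon 16 of Tnik, a kinase of the Wnt pathway (chromosome 3, 28493829 to 28493915), was included at 76.9% ± 14.1 in DMSXL and 31.8% ± 5.58 in WT cultures (SD, n = 4 each). In OL, inclusion of exon 22 of Dgki, a diacylglycerol kinase (chromosome 6, 36944859 to 36944921), was 50.5% ± 10.1 (SD, n = 4) in DMSXL and 13.9% ± 3.59 (SD, n = 4) in WT cultures. In OPC, a donor site of exon 1 of Zfp51, a zinc finger gene (chromosome 17, 21587316 to 21587385), was at 2.86% ± 3.30 and 20.8% ± 10.6 (SD, n = 4 each) in DMSXL and WT cultures. These events were chosen among those whose libraries do not overlap between the genotypes. At the paper's thresholds on the authors' adjusted p-values, 264 events in 234 genes were called in astrocytes, 100 events in 91 genes in OL, 16 in neurons and 12 in OPC. Inclusion was raised in 122 and lowered in 142 of the events in astrocytes, and raised in 37 and lowered in 63 of those in OL. The DMSXL and WT libraries did not overlap in 59.5% of the called events in astrocytes, 78% in OL, 75% in OPC and 43.8% in neurons. Since the events were selected on the same libraries, the 2.86% that chance gives for unselected events is no reference for these shares. With limma on PSI per library and the same size threshold, 34 events were called in astrocytes, 21 in OL and 0 in OPC and neurons. At an unadjusted p under 0.05 from limma, 163 events in OPC and 152 in neurons differed by more than 10 points, against 361 in astrocytes and 247 in OL. With the replicate number as a block, limma called 17 events in astrocytes and 3 in OL. DMSXL astrocyte replicate 4 carried less of the change than the other DMSXL astrocyte libraries. Measured along the difference between the remaining DMSXL and WT libraries, its PSI values held 39.3% of that difference, against 123%, 145% and 89.4% for replicates 1 to 3. Without that library, limma called 147 events in astrocytes, and without DMSXL replicate 3 or 2 it called 12 or 14. In OL, removal of single libraries left 8 to 28 events by limma.

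**Figure D3:**
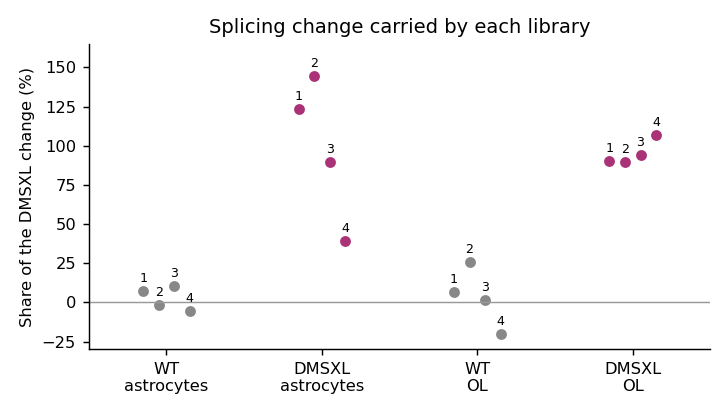
Share of the splicing change of all called events carried by each library (percent, vertical axis, points numbered by replicate), measured along the difference between the remaining DMSXL and WT libraries of astrocytes and OL. DMSXL astrocyte replicate 4 lies at 39.3% and the WT astrocyte libraries between −5.79% and 10.3%.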

Among the four types of brain cells studied, astrocytes displayed the highest number of splicing changes (264), followed by OL (101), neurons (18), and OPC (16). In all cell types, the most prevalent modifications comprised single exons (Figure 5B). 

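Skipping of single exons was the most frequent kind of event in astrocytes, OL and neurons. In astrocytes, it made up 69.7% of the called events, followed by skipping of several exons (16.3%), donor sites (6.06%), acceptor sites (4.17%) and mutually exclusive exons (3.79%). In OL, 64 of 100 events were single exons, 16 multiple exons, 13 donor sites, 4 acceptor sites and 3 mutually exclusive exons. Neurons had 9 single exons, 5 donor sites, 1 acceptor site and 1 pair of mutually exclusive exons among 16 events. In OPC, 4 single exons, 4 donor sites, 3 acceptor sites (from a table that may be incomplete) and 1 pair of mutually exclusive exons were called. The exons of OPC included exon 5 of Fam55d (chromosome 9, 48197476 to 48197578), with inclusion of 97.0% ± 2.12 in DMSXL and 80.4% ± 9.95 in WT cultures (SD, n = 4 each). The acceptor sites of OPC included one of exon 4 of the gene listed as AL732620.2 (chromosome 2, 3425565 to 3426367), at 27.2% ± 9.51 and 53.5% ± 5.39 (SD, n = 4 each).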

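Cassette exons were misspliced in both directions in DMSXL astrocytes. Of the 184 called cassette exons, in 177 genes, inclusion was raised in 85 and lowered in 99, and the authors' deposited difference between medians was above 20 points in 79. Exon 41 of Ktn1, a receptor of the motor kinesin on the endoplasmic reticulum (chromosome 14, 48346146 to 48346229), was included at 39.3% ± 6.66 (SD, n = 4) in DMSXL and 71.9% ± 5.29 (SD, n = 4) in WT astrocytes. In contrast, inclusion of exon 9 of Mbnl2, itself a splicing regulator sequestered by CUG repeats (chromosome 14, 120794934 to 120794987), was 59.4% ± 17.1 (SD, n = 4) in DMSXL and 13.4% ± 2.00 (SD, n = 4) in WT astrocytes. Each of these exons separated the DMSXL from the WT libraries (exact permutation test, two-sided, p = 0.0286 unpaired, where 0.125 is the lowest within pairs). Removing 1 library at a time left 249 to 302 called events of all types in astrocytes. Only the difference between medians was recomputed, and the authors' adjusted p over all libraries was kept. This range can therefore understate the dependence on single libraries.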

In DMSXL astrocytes, 184 cassette exons showed increased inclusion/exclusion, relative to WT controls. In contrast, primary DMSXL neurons exhibited only 11 significant variations in the splicing of single exons. 

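In DMSXL neurons, few cassette exons passed the thresholds, and in fewer still were the libraries of the genotypes apart. Exon 10 of Nudt13, a mitochondrial Nudix hydrolase (chromosome 14, 21129844 to 21129955), was included at 54.0% ± 11.1 (SD, n = 4) in DMSXL and 29.6% ± 3.72 (SD, n = 4) in WT neurons. Exon 3 of Phf3, a regulator of transcription elongation (chromosome 1, 30893950 to 30894111), was included at 60.7% ± 6.80 and 75.9% ± 5.86 (SD, n = 4 each), and exon 10 of Senp7, a SUMO protease (chromosome 16, 56111719 to 56111916), at 89.6% ± 4.71 and 78.3% ± 2.98 (SD, n = 4 each). Exon 23 of Sulf1 (chromosome 1, 12840841 to 12840874) was included at 99.2% ± 1.56 and 81.9% ± 16.5 (SD, n = 4 each). These 4 exons were chosen among the called exons whose libraries do not overlap. Of all 9 called cassette exons, 6 were raised and 3 lowered. A donor site of exon 31 of Eml5, a microtubule-associated protein (chromosome 12, 100048729 to 100048827), was at 20.3% ± 2.25 in DMSXL and 6.13% ± 8.07 in WT neurons (SD, n = 4 each). The count of called events of all types in neurons depended on single libraries. It was 28 without DMSXL neurons replicate 3, and 26 without WT neurons replicate 1 or replicate 2, with the authors' adjusted p over all libraries kept.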

Interestingly, and similar to the variations in gene expression, the number of cassette exons differentially spliced between DMSXL and WT cells increased from eight in OPC to 65 in OL primary cultures. 

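Cassette exons called between DMSXL and WT cells numbered 4 in OPC (3 raised, 1 lowered) and 64 in OL (26 raised, 38 lowered). Exon 10 of Kif3a, a subunit of the kinesin that works in cilia (chromosome 11, 53402191 to 53402247), was included at 57.8% ± 6.03 (SD, n = 4) in DMSXL OL and 23.0% ± 3.73 (SD, n = 4) in WT OL. In OPC the same exon was at 32.0% ± 5.99 in DMSXL and 27.2% ± 8.40 in WT cultures (SD, n = 4 each, exact permutation test, two-sided, p = 0.400). Whether the effects of the genotype on this exon differ between OL and OPC was not tested. Over all events called in OL, the mean shift of the OPC libraries in the direction seen in OL was 0.712 points (exact permutation test, two-sided, p = 0.314), with 49 of 81 events in the same direction, whereas the OL libraries had a shift of 17.4 points over these 81 events. A donor site of exon 3 of Trim3, a ubiquitin ligase (chromosome 7, 112767897 to 112768128), was among the events of OPC, at 25.1% ± 4.98 in DMSXL and 12.8% ± 3.41 in WT cultures (SD, n = 4 each). It was at 17.3% ± 5.11 and 17.7% ± 5.65 in DMSXL and WT OL.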

In an attempt to gain insight into the factors contributing to the more severe spliceopathy of DMSXL astrocytes and OL, we quantified the levels of human *DMPK* transcripts, relative to mouse *Mbnl1* and *Mbnl2*, as previously described (Otero et al., 2021). DMSXL astrocytes displayed the highest *DMPK/Mbnl1* and *DMPK/Mbnl2* ratios, followed by DMSXL oligodendrocytes (Figure 5C).

**FIGURE 5:**
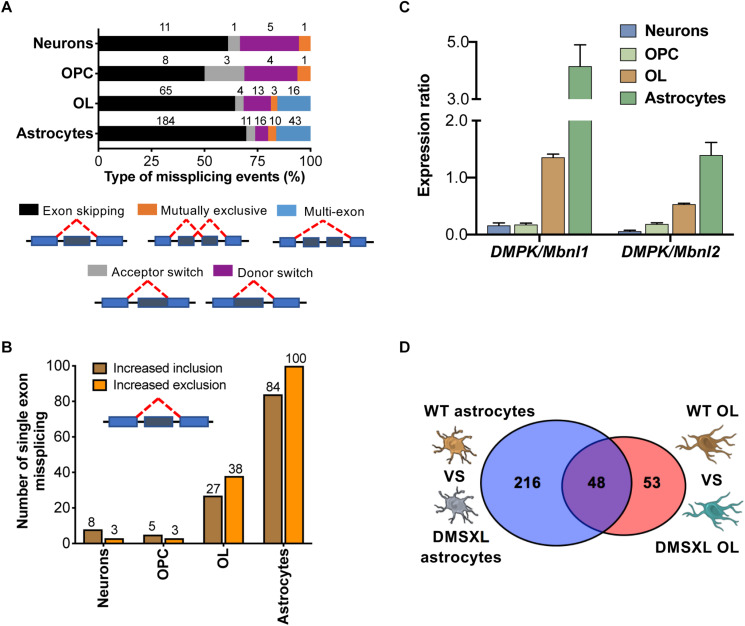
Overview of splicing changes detected in DMSXL brain cells. **(A)** Distribution of all types of alternative splicing abnormalities studied among the different brain cell types. Percentage of events in each category. Absolute numbers are shown. **(B)** Number of cassette exons showing increased inclusion (positive ΔPSI) or exclusion/skipping (negative ΔPSI) in primary DMSXL cells, compared to WT controls. **(C)** Expression rations for human *DMPK* vs. total mouse *Mbnl1* and *Mbnl2* transcripts across brain cell types. **(D)** Venn Diagram showing overlapping splicing events dysregulated in DMSXL astrocytes and or DMSXL OL (representation factor: 24.0; *p* = 1.48E-11).

**TABLE 1:** Examples of splicing changes found in DMSXL astrocytes for each of the five categories of events studied.

Gene	Type of event	Exon number^a^	Exon size (bp)	Δ PSI^b^	*p*-value^c^	Δ PSI DM1 FC^d^	Δ PSI DM1 FC^e^
*Palm*	Single exon skipping	8	132	−33	3.03E-04	−31	−38
*Capzb*	Single exon skipping	11	113	−34	<1E-10	−6 (n.s.)	−10
*Inf2*	Single exon skipping	22	57	−52	8.84E-06	−7 (n.s.)	N/D
*Numa1*	Single exon skipping	16	42	−34	5.04E-07	−21	+ 26
*Itga6*	Multi-exon skipping	26/27	373/130	−38	3.01E-09	−27	−33
*Dnm2*	Mutually exclusive	10/11	139/139	39	1.09E-03	N/D	N/D
*Magi1*	Acceptor switch	22	204	24	3.28E-03	N/D	N/D
*Slc39a11*	Donor switch	6	145	25	5.77E-10	N/D	N/D

*^a^Exons were numbered according to the FasterDB web interface (http://fasterdb.ens-lyon.fr/).*

*^b^ΔPSI, difference between the percentage of exon inclusion in DMSXL and WT cells.*

*^c^Fisher’s test, corrected for multiple comparisons.*

*^d^ΔPSI reported in DM1 human frontal cortex, relative to non-affected individuals (Otero et al., 2021).*

*^e^ΔPSI reported in DM1 human frontal cortex, relative to non-affected individuals (Goodwin et al., 2015). n.s., not significant; N/D, not determined.*

We explored potential overlaps in splicing dysregulation between brain cell types. Among the five categories studied (Figure 5A), we found a significant overlap of 48 events dysregulated in primary DMSXL astrocytes and DMSXL OL (*p* = 1.48E-11), but none of them was shared with DMSXL neurons or DMSXL OPC (Figure 5D). In addition to *Mbnl1* exon 7 and *Mbnl2* exon 9, other overlaps between DMSXL astrocytes and DMSXL OL included *Capzb* exon 11, *Dmd* exon 81, *Inf2* exon 22, and *Numa1* exon 16. 

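Astrocytes and OL shared many misspliced exons, and all of them moved in the same direction in both cell types. Of 11726 events tested in both, 217 were called in astrocytes, 92 in OL and 48 in both, where 1.70 would be shared by chance (one-sided Fisher's exact test, p = 5.40e-60, adjusted over 6 pairs of cell types p = 3.24e-59). Inclusion was raised in 16 and lowered in 32 of the 48 events, which lay in 47 genes. They comprised 32 single exons, 12 skips of several exons, 2 pairs of mutually exclusive exons and 2 donor sites. The difference between medians was larger in astrocytes for 37 of the 48 events, with a median size of 24.9 points there and 15.4 points in OL in the authors' deposited tables. Exons 26 and 27 of Itga6 were included at 29.3% ± 2.45 (SD, n = 4) in DMSXL OL and 74.1% ± 5.07 (SD, n = 4) in WT OL, and exons 39 to 43 of Macf1, a linker between actin and microtubules, at 23.5% ± 2.81 and 38.5% ± 3.78 (exact permutation test, two-sided, p = 0.0286 for each). In astrocytes, the Macf1 exons were included at 43.7% ± 20.0 in DMSXL and 80.7% ± 3.60 in WT cultures (SD, n = 4 each). None of the 48 events was called in OPC or neurons. Between other pairs of cell types, OL and neurons shared the donor site of Eml5 exon 31 and Kif3a exon 10, of which Eml5 moved in opposite directions, and astrocytes and OPC shared exons 20 and 21 of Arhgap17, also in opposite directions. With events called by limma, 4 were shared by astrocytes and OL, where 0.0537 would be by chance (one-sided Fisher's exact test, p = 2.02e-07).

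**Figure D4:**
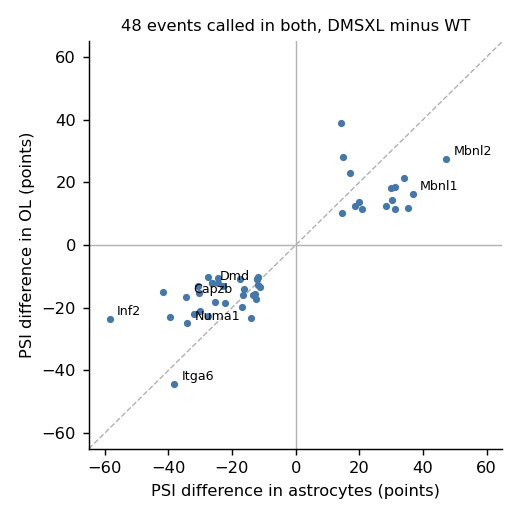
Difference between group medians of PSI (points, DMSXL minus WT, from the authors' deposited tables) in astrocytes (horizontal axis) and OL (vertical axis) for the 48 events called in both (points), with the line of equal change (dashed). Each point lies in the quadrant of raised or lowered inclusion in both cell types, 16 and 32 in number.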

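Exon 7 of Mbnl1, a splicing regulator that CUG repeats sequester (chromosome 3, 60418605 to 60418658), was included at 63.6% ± 15.8 (SD, n = 4) in DMSXL and 27.1% ± 8.68 (SD, n = 4) in WT astrocytes, and at 78.7% ± 5.26 and 62.7% ± 5.05 (SD, n = 4 each) in OL. In OL, exon 9 of Mbnl2 was included at 69.3% ± 5.22 (SD, n = 4) in DMSXL and 42.8% ± 4.45 (SD, n = 4) in WT cultures. Exon 11 of Capzb, a subunit of the protein that caps actin filaments (chromosome 4, 138844776 to 138844888), was included at 17.5% ± 3.36 and 53.3% ± 11.0 (SD, n = 4 each) in DMSXL and WT astrocytes, and at 57.6% ± 2.82 and 73.3% ± 1.27 (SD, n = 4 each) in OL. Exon 22 of Inf2, a formin that polymerizes actin (chromosome 12, 113850759 to 113850815), was included at 36.6% ± 21.5 and 88.8% ± 6.11 (SD, n = 4 each) in DMSXL and WT astrocytes, and at 27.3% ± 7.35 and 54.9% ± 10.6 (SD, n = 4 each) in OL. Exon 16 of Numa1, a protein of the spindle poles (chromosome 7, 109150809 to 109150850), was included at 63.6% ± 20.9 and 96.5% ± 1.65 (SD, n = 4 each) in DMSXL and WT astrocytes, and at 37.8% ± 7.22 and 61.3% ± 4.57 (SD, n = 4 each) in OL. In these exons the genotypes did not overlap in either cell type (exact permutation test, two-sided, p = 0.0286, in astrocytes unpaired, where 0.125 is the lowest within pairs). Exon 81 of Dmd, which encodes dystrophin (chromosome X, 82442843 to 82442874), was included at 71.5% ± 3.34 in DMSXL and 83.3% ± 2.42 in WT OL (SD, n = 4 each, same test and p). In astrocytes its inclusion was 36.8% ± 17.2 in DMSXL and 60.3% ± 8.97 in WT cultures (SD, n = 4 each), with overlapping libraries (exact permutation test, two-sided, p = 0.0857).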

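Exon 41 of Ktn1 had low inclusion outside astrocytes, and its genotype effect, as a difference between means, was −32.6 points in astrocytes, −3.15 points in OL, −1.03 points in OPC and −2.11 points in neurons. The difference between the astrocyte effect and the others had a p of 0.0286 against OL, 0.0253 against OPC and 0.0286 against neurons (exact permutation of genotypes within cell types, two-sided), or 0.0723 each when adjusted over the 32 such tests made. These tests assume no effect in either cell type and unpaired astrocyte libraries, so they do not separate a difference between cell types from an effect in one of them. Inclusion of Ktn1 exon 41 in WT cultures was 8.09% ± 0.741 in OL, 5.23% ± 0.690 in OPC and 3.62% ± 0.981 in neurons (SD, n = 4 each). Its fall there could not exceed these values, so a large difference in points from astrocytes was fixed in advance and does not show an effect particular to astrocytes. Exon 10 of Osbp, an oxysterol-binding protein of the Golgi (chromosome 19, 12058394 to 12058639), was included at 91.2% ± 17.3 (SD, n = 4) in DMSXL and 77.8% ± 14.8 (SD, n = 4) in WT neurons (exact permutation test, two-sided, p = 0.486). In 3 DMSXL libraries it was included at 99.6% to 100% and in 3 WT libraries at 69.2% to 71.9%, whereas DMSXL replicate 1 (65.2%) and WT replicate 2 (100%) went the other way. Exon 11 of Nek3, a kinase of the NIMA family (chromosome 8, 23253362 to 23253411), was included at 59.0% ± 12 in DMSXL and 34.1% ± 8.48 in WT OPC (SD, n = 4 each, exact permutation test, two-sided, p = 0.0286), with an adjusted p of 0.0654 from Fisher's test in the authors' deposited table, so that it was not called here. Exon 5 of Ctnnd1, a catenin of adherens junctions (chromosome 2, 84466177 to 84466294), was included at 30.4% ± 2.14 in DMSXL and 20.9% ± 4.77 in WT OL (SD, n = 4 each, same test and p), and at 64.0% ± 5.58 and 64.6% ± 7.42 in neurons. For Ctnnd1 exon 5 in OL, removal of single libraries gave differences between medians of 6.80 to 13.2 points, so its call depended on single libraries. Its effects in OL and neurons differed by 10.0 points (exact permutation test, two-sided, p = 0.102), and those of Osbp exon 10 in neurons and OPC by 13.5 points (p = 0.443). Osbp exon 10 had no value in OL and astrocytes, Ctnnd1 exon 5 none in OPC and astrocytes, and Nek3 exon 11 none in neurons.

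**Figure D5:**
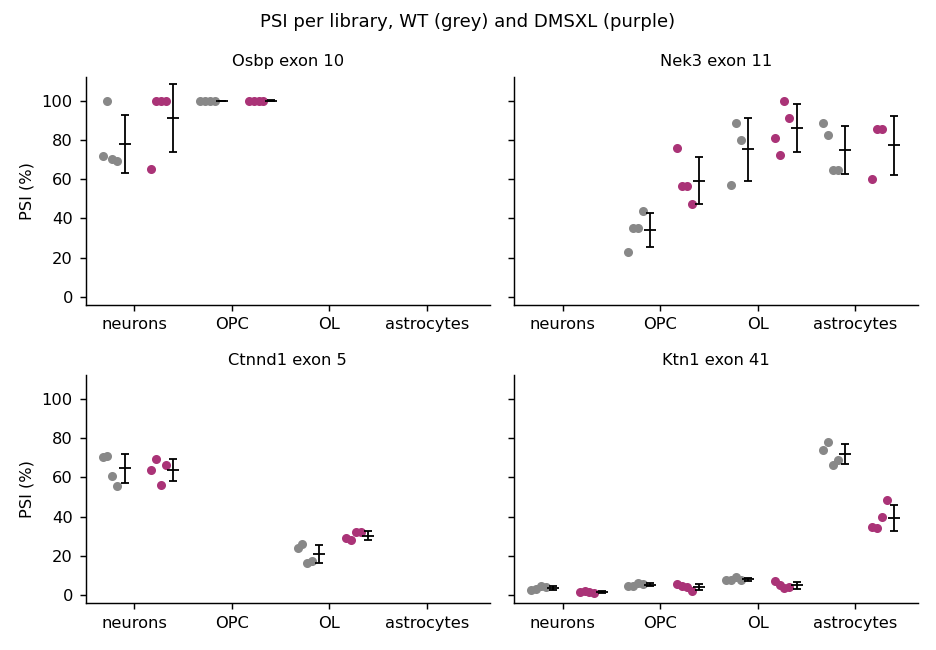
PSI (percent, vertical axis) of the 4 exons in each library (points) of WT (grey) and DMSXL (purple) cultures of the 4 cell types, with mean and SD (bars). Cell types without points have no value in the authors' deposited tables, and Nek3 has 3 values for DMSXL astrocytes and for WT OL.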

Interestingly, some missplicing events were specifically detected in individual DMSXL cell types, indicating differences at the cell type level (e.g., *Osbp* exon 10 was exclusively misspliced in DMSXL neurons, *Nek3* exon 11 in DMSXL OPC, *Ctnnd1* exon 5 in DMSXL OL, *Ktn1* exon 41 in DMSXL astrocytes).

Given the pronounced splicing dysregulation in DMSXL astrocytes, we focused our subsequent analyses on this glial cell type. 

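Genes of microtubules, actin and endocytosis were misspliced in DMSXL astrocytes more often than by chance. Among 12 families of genes defined by their symbols, microtubule-binding proteins had the largest excess, with 13 of 35 members among the misspliced genes, including Clasp1, Dst, Macf1, Mapre3, Mapt and Numa1, where 1.18 would be by chance (one-sided Fisher's exact test, adjusted p = 4.80e-10). The pattern of symbols for this family also matches kinases named as MAP kinases. Without them, 11 of 28 members were misspliced (one-sided Fisher's exact test, p = 6.57e-10), a variant chosen after seeing the data. These 11 still include Dnm1l and Dnm2, which are also counted under endocytosis, and Ktn1, a kinesin receptor of the endoplasmic reticulum. The excess without these genes was not tested. Actin regulators were next with 9 of 45 members, including Add3, Capzb, Inf2, Palm, Tpm1 and Tpm3 (same exact test, adjusted p = 8.90e-05). Endocytosis proteins had 6 of 37 members, among them Dnm2, Synj2 and Sgip1 (exact test, adjusted p = 0.00320), and matrix proteins 4 of 22, namely Col12a1, Col16a1, Fn1 and Vcan (adjusted p = 0.0114). Voltage-gated calcium channels had 2 of 8 members, Cacna1a and Cacna1d (adjusted p = 0.0416). By the same exact test, kinesins (adjusted p = 0.0733), receptor tyrosine phosphatases (0.0733), integrins (0.290) and splicing factors (0.578) did not pass the test, the last of these with Mbnl1 and Mbnl2 as the misspliced members. The background was the 6939 genes with an event in the tested range of PSI in astrocytes, 234 of them misspliced, and expression level or number of exons per gene was not taken into account.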

We calculated the enriched GO terms associated with the misspliced transcripts in DMSXL astrocytes (Figure 4B and Supplementary Table 4), and found terms relevant for glial cell function, related to membrane cell projections, cytoskeleton, synapse and cell adhesion. We then asked whether the splicing profiles of DMSXL astrocytes provided evidence of impaired splicing transitions during differentiation, similar to the expression changes in DMSXL oligodendroglia. To address this question, we used previously published datasets, which included transcriptomic data from mouse NSC, immature astrocytes (collected at 1 DIV) and differentiated astrocytes (collected at 7 DIV) (Han et al., 2014). We generated a list of 244 physiological splicing variations associated with astroglia differentiation and maturation involving single exons, multiple exons or mutually exclusive exons (Figure 6A): 202 changes occurred during the NSC – 7 DIV transition and an additional 95 took place during the final 1 DIV – 7 DIV maturation (with an overlap of 53 splicing events between both). Then, we crossed this list with all single, multiple or mutually exclusive exons differentially spliced in DMSXL astrocytes. We found a significant overlap of 46 splicing events, which not only accompanied astroglia differentiation in culture, but were also significantly affected in DMSXL astrocytes. Among differentiation-dependent alternative exons affected in DMSXL astrocytes, the majority increased the expression of isoforms typical of immature astroglia (Figure 6A): incomplete splicing transitions in DMSXL astrocytes were significantly over-represented, relative to splicing variations that increased the expression of RNA isoforms predominant in differentiated astrocytes (Fisher’s exact test, *p* = 0.0232).

**FIGURE 6:**
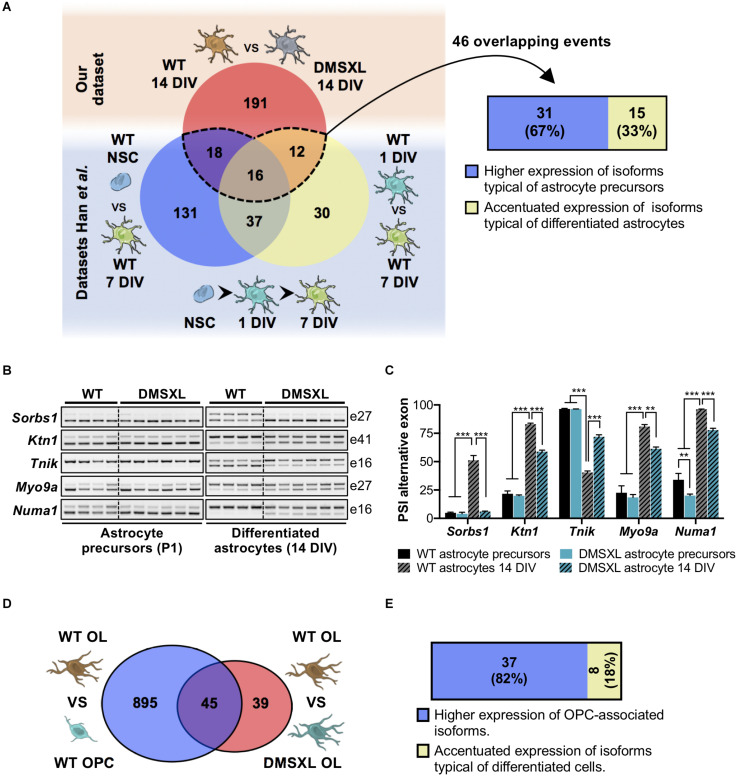
Analysis of DMSXL splicing profiles during glia cell differentiation. **(A)** Significant overlap of DMSXL astrocytes splicing defects with changes occurring during WT astroglia differentiation (representation factor: 23.4, *p* < 1.7E-49). A significant fraction of overlapping splicing changes resulted in the upregulation of RNA isoforms typical of less differentiated astrocytes (Fisher’s exact test, *p* = 0.023). **(B)** RT-PCR analysis of alternative cassette exons with impaired or partial splicing switch during astrocyte differentiation, from isolated precursors (P1) to astrocytes differentiated in culture (14 DIV). Alternative exon numbers are indicated on the right. **(C)** PSI of alternative exons in astrocyte precursor and astrocytes differentiated in culture (14 DIV), collected from DMSXL and WT mice (**p < 0.01; ***p < 0.001; one-way ANOVA; *n* = 4 WT, *n* = 6 DMSXL, independent cultures). **(D)** Overlap of splicing variations concomitant to WT oligodendroglia transition, with the dysregulated splicing events in DMSXL OL (representation factor: 16.5, *p* < 1.4E-44). **(E)** Significant overrepresentation of splicing changes that increase the expression of OPC-associated RNA isoforms in DMSXL OL (Fisher’s exact test, *p* = 0.003). Drawings of brain cells from Servier Medical Art, licensed under a Creative Commons Attribution 3.0 Unported License (CC BY 3.0).

To further validate this observation, we performed a new series of experiments. We purified astrocyte precursors from newborn mouse cortex, using microbeads conjugated to a pan-astrocyte marker (ACSA-2), extracting RNA immediately upon isolation (astrocyte precursors) and after 14 DIV (differentiated astrocytes). RT-PCR analysis of selected alternative exons in DMSXL astrocytes at 14 DIV confirmed the expression of splicing isoforms that are typically more abundant in precursor cell stages (P1) (Figure 6B and Supplementary Figure 2). In particular, the immature splicing profile of *Sorbs1* exon 27 was fully retained during DMSXL astrocyte differentiation, matching the profile of poorly differentiated astrocytes collected at P1. Although the splicing of *Ktn1* exon 41, *Tnik* exon 16, *Myo9a* exon 27, and *Numa1* exon 16 changed during the differentiation of DMSXL astrocytes, the PSI of alternative exons did not reach the values found in differentiated WT astrocytes (Figure 6C).

Similarly, DMSXL oligodendroglia also exhibited splicing differences suggestive of impaired differentiation: out of the 84 splicing alterations (involving single, multiple or mutually exclusive exons) detected in DMSXL OL, 45 (54%) affected alternative exons regulated during cell differentiation (Figure 6D). 

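Exons misspliced in DMSXL OL often were exons whose inclusion changes from WT OPC to WT OL. Exon 8 of Mpp6, a membrane scaffold (chromosome 6, 50126876 to 50126917), was included at 7.04% ± 2.38 (SD, n = 4) in WT OPC, 60.7% ± 5.91 (SD, n = 4) in WT OL and 41.0% ± 5.06 (SD, n = 4) in DMSXL OL. Exon 27 of Magi1 (chromosome 6, 93630783 to 93630871) was included at 36.6% ± 6.85, 86.5% ± 4.20 and 63.9% ± 6.90 (SD, n = 4 each) in the same order. Capzb exon 11 was at 18.7% ± 0.293 (SD, n = 4) in WT OPC. The DMSXL OL and WT OL libraries did not overlap in these exons (exact permutation test, two-sided, p = 0.0286). Over single, multiple and mutually exclusive exons, 83 were called in DMSXL OL, of which 72 had also been tested between WT OPC and WT OL. Of these 72 exons, 40 (55.6%) were called in both comparisons, where 10.3 would be by chance among 5982 tested exons with 857 called in differentiation (one-sided Fisher's exact test, p = 2.25e-16). Between WT OPC and WT OL, 1232 events of all types were called in 1049 genes, with inclusion higher in OL for 707 and lower for 525. The largest of these by the rule for named exons included exon 2 of Phkb, a phosphorylase kinase subunit (chromosome 8, 88366903 to 88367011), at 8.10% ± 1.82 in WT OL and 75.5% ± 8.47 in WT OPC (SD, n = 4 each). The WT OL libraries enter both comparisons. Sets were simulated with no change between DMSXL and WT OL, each OL list being filled with the 72 exons that noise ranked highest. In 100 such sets, the overlap had a mean of 20.4 and a highest value of 30. When no library was shared the mean was 16.2, so the sharing explains only a part of the rise over 10.3. From this share and its direction, the paper proposes that DMSXL oligodendroglia show splicing differences of impaired differentiation.

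**Figure D6:**
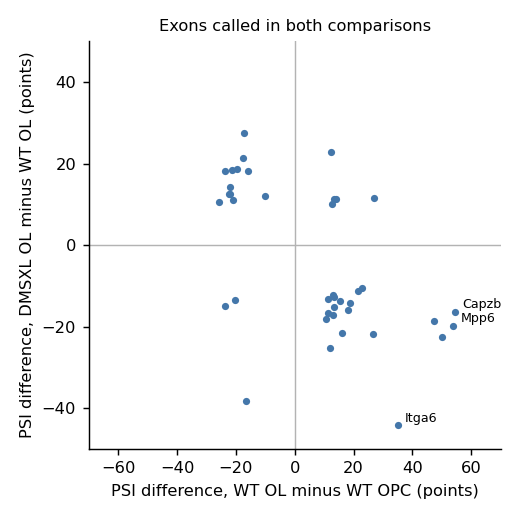
Difference in PSI (points) of WT OL minus WT OPC (horizontal axis, median over 4 pairs of libraries) and of DMSXL OL minus WT OL (vertical axis, difference between group medians), from the authors' deposited tables, for the 40 exons called in both comparisons (points). Exons in the upper left and lower right quadrants, 32 in all, moved toward WT OPC in DMSXL OL.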

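In DMSXL OL, 32 of the 40 exons that also change between WT OPC and WT OL were displaced toward the inclusion seen in WT OPC (80%, exact binomial test against equal shares, two-sided, p = 1.82e-04). They included exon 9 of Mbnl2, included at 60.1% ± 3.86 (SD, n = 4) in WT OPC and less in WT OL, with raised inclusion in DMSXL OL, and exons 26 and 27 of Itga6, included at 41.9% ± 5.31 (SD, n = 4) in WT OPC and more in WT OL, with lowered inclusion in DMSXL OL. Exons of Capzb, Magi1, Mpp6, Myo9a, Tpm3 and Flna also moved in this direction. Because the WT OL libraries enter both differences with opposite signs, noise in them alone displaces exons toward WT OPC. In the simulation without any DMSXL change, the share toward WT OPC had a mean of 83.3%, and 71 of 100 draws reached the observed share. Each draw was filled with the 72 exons that noise ranked highest, by a score other than Fisher's test. It shows the share that a list of noise alone gives, and not how much of the observed list is noise. The observed share thus neither shows nor excludes a displacement toward WT OPC. With libraries shared by neither comparison, the simulated share was 51.4%. When the WT OL libraries were divided between the comparisons, 76.9% to 86.7% of the exons moved toward WT OPC, but the exons were still called with all libraries, and in the simulation without any DMSXL change such a division gave 83.1%, so it does not remove the effect of the shared libraries. Astrocytes give a direction from libraries that the differentiation comparison does not use. Of 75 exons called in DMSXL astrocytes and in WT OPC to OL differentiation, 48 (64%) moved toward the inclusion of WT OPC (exact binomial test, two-sided, p = 0.0203). Of these, 25 are also among the 40 exons of OL and share its direction, and 20 of the 25 moved toward WT OPC (80%, exact binomial test, two-sided, p = 0.00408). These 25 were selected by the calls in OL, which use the same WT OL libraries as the differentiation comparison. Of the 50 others, 28 moved toward WT OPC (56%, exact binomial test, two-sided, p = 0.480).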

Among those, the majority (37 out of 45) increased the relative abundance of RNA isoforms typically expressed in OPC. Only eight splicing modifications in DMSXL OL resulted in the abnormally high expression of isoforms characteristic of differentiated OL (Figure 6E).

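The 8 exons displaced further along the direction of differentiation in DMSXL OL lie in Cadm1, Macf1, Add1, Aplp2, Clasp2, Dctn4, Prom1 and Ssbp3. Exon 7 of Dctn4, a subunit of the dynein activator dynactin (chromosome 18, 60705011 to 60705031), was included at 32.4% ± 3.89 (SD, n = 4) in WT OPC, 60.1% ± 4.06 (SD, n = 4) in WT OL and 70.5% ± 2.38 (SD, n = 4) in DMSXL OL. Exon 16 of Add1, a protein that caps actin filaments and binds spectrin (chromosome 5, 34971785 to 34971821), was included at 33.0% ± 3.30, 45.4% ± 4.29 and 57.4% ± 2.94 (SD, n = 4 each) in the same order. Exon 30 of Clasp2, a microtubule plus-end protein (chromosome 9, 113784383 to 113784445), was included at 50.9% ± 2.28, 63.1% ± 5.56 and 74.1% ± 1.10 (SD, n = 4 each). Differences between WT OPC and WT OL and between WT OL and DMSXL OL separated the libraries in these 3 exons (exact permutation tests, two-sided, p = 0.0286). The 5 exons of Macf1 had a deposited difference of −23.6 points from WT OPC to WT OL in the authors' table.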

In summary, primary DMSXL astrocytes and oligodendrocytes exhibit missplicing events that affect a significant proportion of differentiation-regulated alternative exons. In most cases those events increase the expression of splicing isoforms naturally expressed in undifferentiated or precursor cells stages.

#### Exon Ontology and Functional Implications of Splicing Changes

The high number of exons differentially spliced in DMSXL astrocytes prompted us to perform an exon ontology analysis (Tranchevent et al., 2017) to gain insight into the biological role the protein domains encoded, and shed light on the functional consequences of the splicing alterations. We identified several protein features that may be selectively impacted by missplicing, including post-transcriptional modifications (37%), protein structure (35%), binding (10%), or intracellular localization (9%) (Figure 7A). Among post-translational modifications, the majority affected protein phosphorylation.

**FIGURE 7:**
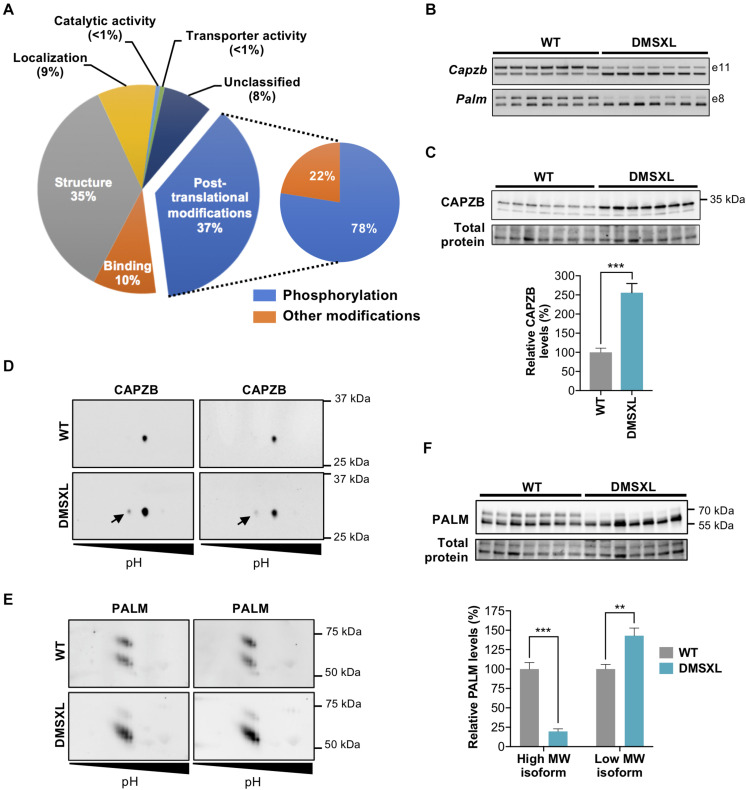
Exon ontology analysis and phosphoproteomic analysis of DMSXL astrocytes. **(A)** Exon ontology analysis shows the impact of splicing changes on several features of proteins of primary DMSXL astrocytes. **(B)** Representative RT-PCR analysis of alternative splicing of *Capzb* exon 11 and *Palm* exon 8 in primary mouse astrocytes, showing pronounced missplicing in DMSXL cells (*n* = 7 independent cultures, per genotype). **(C)** Western blot analysis of CAPZB, showing upregulation of C-terminal protein isoform in DMSXL astrocytes (***p < 0.001; Student *t*-test; *n* = 7 per group). **(D)** 2D-WB phosphorylation analysis of CAPZB, showing the expression of a phosphorylated form (arrow) in DMSXL astrocytes (*n* = 2 independent cultures, per genotype). **(E)** Two-dimension western blot of PALM showing abnormal protein isoform between genotypes, revealing low levels of a high molecular weight isoform in DMSXL astrocytes (*n* = 2 independent cultures, per genotype). **(F)** Western blot quantification showing the changes in the relative abundance of PALM protein isoforms: downregulation of the high molecular weight isoform, and upregulation of low molecular weight isoform (**p < 0.01; ***p < 0.001; Mann Whitney *U* test; *n* = 7 independent cultures per genotype).

### Analysis of DMSXL Astrocyte Phosphoproteome

To investigate changes in the phosphoproteome of DMSXL astrocytes, we performed a global phosphoproteomics approach (Supplementary File 1). We identified 288 proteins in primary DMSXL astrocytes showing significant phosphorylation changes in at least one phosphosite, relative to WT controls, corroborating the impact of the repeat expansion on the phosphorylation of target proteins. Interestingly, amidst the total of 345 phosphosites perturbed in DMSXL astrocytes, we found a significant over-representation of increased phosphorylation (279 events), vs. decreased phosphorylation (66 events; *p* < 0.001, Fisher’s exact test). We used kinase enrichment analysis (Lachmann and Ma’ayan, 2009) to infer upstream kinases whose putative substrates were overrepresented in hyperphosphorylated proteins. We found a significant enrichment for members of key signaling pathways (Table 2).

**TABLE 2:** Top candidate kinases with overpresented hyperphoshprylated substrates in DMSXL astrocytes.

Kinase	Signaling pathway	Overlap^a^	*p*-value^b^	Molecular abnormality
GSK3B	AKT, AMPK	45/527	1.59E-24	No change
RPS6KA	ERK, MAPK	34/332	4.22E-21	S715 hyperphosphorylation
PRKCB	Protein kinase C	23/250	3.15E-13	No change
MAPK14	MAPK	26/396	1.31E-11	Y182 hyperphosphorylation
PRKACA	cAMP	25/393	6.49E-11	No change
PRKCA	Protein kinase C	26/442	1.19E-10	No change
MAPK9	MAPK	14/131	3.66E-09	No change
AKT1	AKT	17/210	3.66E-09	No change
MAPK8	MAPK	17/225	9.60E-09	No change
MAPK1	MAPK	20/326	1.08E-08	No change

*^a^Fraction of putative kinase substrates hyperphosphorylated in DMSXL astrocytes.*

*^b^Fisher’s test, corrected for multiple comparisons.*

Among those 288 proteins abnormally phosphorylated in DMSXL astrocytes, 27 were encoded by transcripts misspliced in this cell type, revealing a significant overlap (*p* < 1.01E-21). 

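Proteins with altered phosphosites in DMSXL astrocytes were encoded by misspliced transcripts more often than by chance. The shared genes include Macf1, with 4 raised phosphosites in the paper's Supplementary File 1, and Palm and Tnik, with 2 raised sites each. They also include regulators of actin and of junctions (Capzb, Sorbs2, Dmd, Scrib, Mpdz and Magi1) and the microtubule-severing protein Spast. Of these 28 genes, 20 had raised and 8 had lowered phosphosites (Hp1bp3, Kif21a, Magi1, Map4k4, Mpdz, Nasp, Sorbs2 and Spast). The 345 phosphosites of the paper's file carry 283 different entries of gene names, of which 168 genes had an event tested for splicing in astrocytes. Among the 6939 genes with a tested event, 234 were misspliced and 28 were also in the phosphosite list, where 5.67 would be by chance (one-sided Fisher's exact test, p = 1.19e-12). Phosphosites lay in misspliced genes with large changes as well. Exon 10 of Nasp, a histone chaperone, had a deposited difference between medians of 35.2 points, and exon 6 of Pphln1, a chromatin silencing factor, of −34.6 points in the authors' table. With events called by limma, 6 genes were shared (one-sided Fisher's exact test, p = 6.75e-05). The background holds all genes with a tested event and not only those whose proteins were detected, which were not used here.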

Enriched GO terms associated with the proteins differentially phosphorylated in DMSXL astrocytes were related to cyclic nucleotide binding and signaling, cytoskeleton protein binding, cell morphology and adhesion (Figure 4C and Supplementary Table 5).

We selected two candidate proteins for validation: CAPZB and PALM. We first confirmed the marked missplicing of *Capzb* and *Palm* transcripts in DMSXL astrocytes (Figure 7B and Supplementary Figure 3A). The exclusion of *Capzb* exon 11 shifts the translation stop codon further downstream, changing the C-terminal sequence of the protein (Schafer et al., 1994). Using a C-terminal specific antibody, we confirmed a ∼three-fold isoform protein upregulation in DMSXL astrocytes (Figure 7C and Supplementary Figure 3B). We then sought to validate protein phosphorylation changes by two-dimension western blot (2D-WB), and detected a low abundant phosphorylated CAPZB protein isoform specifically in DMSXL astrocytes, which was not detected in WT cells (Figure 7D and Supplementary Figure 3C). The 2D-WB analysis of PALM did not reveal clear differences in the isoelectric point between the two genotypes, which would be indicative of altered protein phosphorylation. Instead, we found an intriguing difference in the relative abundance of two isoforms presenting different molecular weights (Figure 7E and Supplementary Figure 3D), which we confirmed by quantitative western blot analysis with an antibody directed against the full protein (Figure 7F and Supplementary Figure 3E).

Our data demonstrate the impact of the spliceopathy of DMSXL astrocytes on multiple features of downstream proteins.

### Analysis of Protein Localization in DMSXL Astrocytes

To functionally validate the impact of alternative splicing dysregulation on the intracellular distribution of astrocyte proteins, we selected INF2 and NUMA1, which showed pronounced RNA missplicing of alternative exons predicted to regulate intracellular protein localization (Figure 6B and Supplementary Figure 4). Immunofluorescence confirmed modified subcellular distribution of INF2 and NUMA1 in cultured DMSXL astrocytes, when compared to WT control cells (Figure 8). Cytoplasmic localization was decreased in DMSXL cells (particularly in the perinuclear region), leading to a significant increase in the nuclear/cytoplasmic signal ratio of both proteins. These results support the association between RNA missplicing in DMSXL astrocytes and some functional features of encoded proteins, including their intracellular localization, and in particular their nuclear/cytoplasmic distribution. The absence of overt changes in the distribution of SORBS1 and CLASP1, in DMSXL astrocytes (Supplementary Figure 5), reveals that protein mislocalization affects a fraction of proteins encoded by misspliced transcripts.

**FIGURE 8:**
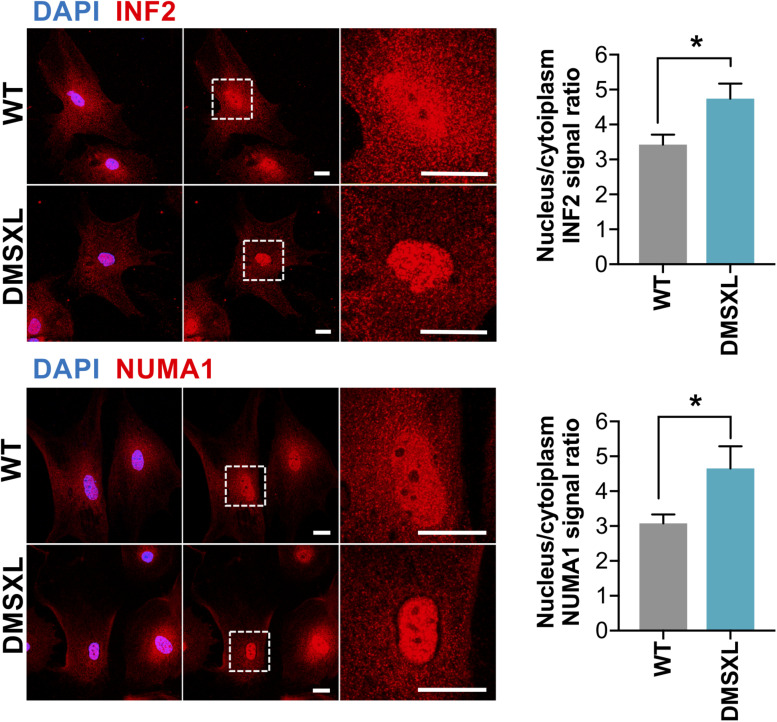
Altered protein localization in DMSXL astrocytes. Representative confocal images and quantification of the distribution INF2 and NUMA1 proteins between the nucleus and cytoplasm in primary DMSXL and WT astrocytes. Protein signal was lower in the perinuclear cytoplasm of DMSXL astrocytes compared to WT controls cells. Scale bars represent 20 μm (*p < 0.05; Student *t*-test *U* test; WT, *n* = 16 cells, DMSXL, *n* = 15 cells; 2 independent cultures per genotype).

## Discussion

The role of glial cells in DM1 brain dysfunction has been eclipsed by the focus of research on the neuron-specific root causes of neuropsychological manifestations (Charizanis et al., 2012; Hernández-Hernández et al., 2013; Wang et al., 2017, 2018; Lee et al., 2019). The need to characterize and distinguish disease-related events taking place in individual brain cell types prompted us to compare the transcriptome of primary neurons, astrocytes and oligodendrocytes derived from a relevant disease mouse model. The importance of our study is the finding that CUG RNA expression and accumulation can induce different degrees of gene expression and splicing changes in neuronal and non-neuronal primary brain cells, affecting the metabolism of downstream proteins in different ways.

Prior to the molecular analysis, we verified that all major brain cell types expressed and accumulated expanded mutant *DMPK* transcripts, through the analysis of ribonuclear foci. Although we could detect foci in all the cell types, we observed a significantly higher number in astrocytes. RNA sequencing of DMSXL primary cells revealed that astrocytes, OPC and neurons were largely unaffected by changes in gene expression, pointing to the possibility that the mechanisms of transcriptional regulation in these cells are not disturbed by expanded CUG repeats. In contrast, a substantial number of changes was detected in DMSXL OL. Our top downregulated gene in DMSXL OL (*Anxa6*) has been recently found downregulated in DM1 frontal cortex, and proposed as a candidate CSF marker to study disease progression (Otero et al., 2021). 

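Anxa6 had the smallest p-value of all genes in DMSXL OL, at 64.4% of the WT level in the authors' deposited table (log2 fold change −0.64, standard error 0.06, n = 4 per genotype, adjusted p = 3.89e-23 from DESeq2). By fold, the lowered genes Steap4, Lcn2, Itga3 and Hspb1 changed more in the same table. Other members of the annexin and S100 families were lower in DMSXL OL as well, among them Anxa4 (log2 fold change −0.57, adjusted p = 0.00181 from DESeq2) and S100a11, at 71.4% of the WT level, in the authors' deposited table. Against the effect of the genotype in OPC, the effect on Anxa6 in OL differed with a smaller p than that of any other gene compared. In astrocytes, the log2 fold change of Anxa6 was −0.15 (standard error 0.18) in the authors' deposited table and did not pass the test.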

An additional six genes downregulated in DMSXL OL were also described to be differentially expressed in DM1 frontal cortex. We currently do not know why this cell type, with lower abundance of RNA foci relative to astrocytes, shows more dramatic variations in gene expression in DMSXL cell cultures. One possibility is that the regulation of gene expression in cultured DMSXL OL is more susceptible to the accumulation of RNA foci. Interestingly, the expression the mouse *Dmpk* gene shows a two-fold increase from OPC to newly formed OL (Zhang et al., 2014), while the *DMPK/Dmpk* expression ratio is also 50% higher in DMSXL OL. Variations in the expression of the expanded *DMPK* transgene, relative to MBNL, CELF, and other RNA-binding proteins may account for the distinct transcriptome responses to the DM1 expansion, and require further investigation.

When looking particularly at alternative splicing, DMSXL astrocytes showed the highest number of modifications relative to WT cells, which included variations in single and multiple exon skipping, mutually exclusive exons, acceptor and donor site switches. The more severe splicing dysregulation in primary DMSXL astrocytes may be a consequence of the marked accumulation of RNA foci, which co-localize with MBNL proteins, likely impairing their activity. Although protein levels cannot be directly inferred from transcript quantification, the highest *DMPK/Mbnl1* and *DMPK/Mbnl2* ratios in DMSXL astrocytes are in line with this view: DMSXL astrocytes may therefore provide conditions conducive to MBNL protein sequestration and RNA missplicing. The missplicing events shared between DMSXL astrocytes and oligodendrocytes suggest similar mechanisms of splicing regulation across glial cell types. In contrast, cell type-specific splicing defects may affect transcripts that are differentially expressed or that exhibit different susceptibilities to the varying accumulation of toxic CUG RNA.

The transcriptome signature of primary DMSXL OL and astrocytes provided molecular evidence of impaired glial cell differentiation in response to the expanded *DMPK* transcripts. In support of this view, DMSXL OL failed to fully upregulate genes that are naturally activated during oligodendroglia differentiation. Furthermore, both DMSXL OL and DMSXL astrocytes displayed incomplete differentiation-dependent splicing switches, characterized by the high expression of splicing isoforms typically found in precursor or undifferentiated cells, as previously described in the skeletal muscle, heart and brain of DM1 mouse models expressing expanded CTG repeats (Lin et al., 2006; Kalsotra et al., 2008; Hernández-Hernández et al., 2013). This general feature of DM1 splicing signatures can be explained, at least partially, by the key role of MBNL and CELF proteins in the molecular programs of cell differentiation (Ladd et al., 2001; Han et al., 2013). However, the impact on the differentiation and function of brain cells demands further investigation, which will be warranted in our future studies.

Exon ontology uncovered different protein features affected by the splicing defects found in DMSXL astrocytes, such as post-translational modifications and intracellular localization. The comparison between the phosphoproteome and the transcriptome of DMSXL astrocytes revealed that among the 288 proteins differentially phosphorylated in this cell type, a fraction (27 proteins) was encoded by misspliced transcripts, but the majority did not show signs of splicing alterations in our RNA sequencing analysis. These results suggest that phosphorylation changes are not necessarily a direct consequence of the missplicing of the corresponding transcript. Instead, they may be caused by the dysregulation of signaling kinases, which will affect their downstream substrates. We found increased phosphorylation of RPS6KA3 and MAPK14 in DMSXL astrocytes by mass spectrometry, which has been shown to induce kinase activity (Romeo et al., 2012; Asih et al., 2020). The possible contribution of RPS6KA3 and MAPK14 to global changes in the phosphoproteome requires further studies. It is noteworthy that proteins previously described to be hyperphosphorylated in DM1 were either not detected in DMSXL astrocytes by mass-spectrometry analysis (e.g., CELF1, CELF2, and MAPT), or did not show signs of altered phosphosites (e.g., GSK3B).

GO analyses were performed to explore the cellular and functional involvement of the affected genes and their possible contribution to DM1 brain pathology. Despite some variability between cell types, GO revealed that the proteins and/or transcripts perturbed in DMSXL glial cells were related to the cytoskeleton, cell membrane and cell adhesion. During differentiation, cells generate and undergo mechanical forces that shape their morphology, tissues and organs, but that can also regulate genetic programs. Cell adhesion, in particular, is critical for the mechanotransduction of external stimuli into internal signaling cascades, which subsequently drive the complex changes in membrane and cytoskeleton dynamics required to achieve the highly specialized morphology and intricate interactions with neighboring cells (Weigel et al., 2020). Among the target transcripts and proteins affected in DMSXL astrocytes, CAPZB and PALM regulate cell morphology and differentiation, through their interaction with the actin-cytoskeleton and sites of plasma membrane activity (e.g., filopodia), respectively (Arstikaitis et al., 2008; Mukherjee et al., 2016). Both proteins show alternative splicing and phosphorylation-dependent activity (Kutzleb et al., 1998; Solís and Russell, 2019). Extensive prenylation and palmitoylation have been reported in PALM, contributing to the complex electrophoretic profiles (Kutzleb et al., 1998). It is possible that *Palm* missplicing in DMSXL astrocytes impacts a variety of post-translational modifications, explaining the changes in the relative abundance of the two protein isoforms detected. INF2 is an endoplasmic and nuclear envelope membrane-associated protein, which regulates perinuclear actin assembly (Shao et al., 2015). NUMA1 is a structural component of the nucleus with microtubule organizing activity (Nachury et al., 2001; Wiese et al., 2001). The involvement of nuclear envelope transmembrane proteins and the nuclear-cytoskeleton has been previously suggested in DM1 (Hintze et al., 2018). In the future, it would be interesting to determine if the nuclear accumulation of INF2 and NUMA1, as well as the splicing and protein defects of CAPZB and PALM, in DMSXL cells affect the organization and dynamics of the cytoskeleton, and how they correlate to clinical features of DM1.

Different lines of evidence indicate that the abnormalities found in DMSXL cells result from the expression of expanded *DMPK* transcripts, rather than from other human genes present in the transgene, or from integration site effects. First, control DM20 mice expressing the three genes of the human *DM1*, including a short CTG repeat, do not display overt phenotypes or significant molecular changes (Seznec et al., 2001; Huguet et al., 2012; Hernández-Hernández et al., 2013; Sicot et al., 2017). Second, in line with the hypothesis of CUG RNA toxicity, molecular abnormalities were more pronounced in DMSXL astrocytes, which express the highest levels of *DMPK* transcripts, relative to other brain cell types. Third, there is significant overlapping between splicing changes in DMSXL mouse brain cells and those reported in human DM1 frontal cortex (Goodwin et al., 2015; Otero et al., 2021; Supplementary File 2). Fourth, *Fbxl7* knock-out mice have not shown overt neurological phenotypes^5^.

Most neurological diseases can no longer be viewed solely as neuronopathies. Despite some inherent differences between cell culture and *in vivo* systems, our findings demonstrate that astrocytes and OL are determinant players in DM1 brain dysfunction, providing useful experimental systems in which to decipher the mechanisms and intermediates of CUG RNA toxicity in brain cells. Our results do not exclude, however, the implication of neurons in DM1 brain disease. We collected each cell type at stages of development that were selected to maximize cell yield and viability in culture. It has been shown that *DMPK* transgene expression and foci accumulation vary throughout DMSXL mouse embryonic development and aging (Michel et al., 2015). Therefore, it is possible that DMSXL neurons collected at other differentiation stages may show more pronounced alterations in gene expression and alternative splicing. Further studies are warranted to determine the extent to which the impact of the DM1 CTG trinucleotide repeat expansion on brain cells varies with developmental stage, cellular differentiation and aging.

We have leveraged multi-omics approaches in a mouse model of DM1, to address how expanded CUG RNA transcripts impact gene expression, alternative splicing and downstream protein features in different brain cell types. We gathered molecular evidence of the dysregulation of expression and splicing differentiation programs in glial cells. Our results lay important tools and groundwork to further decipher the cellular mechanisms behind DM1 brain disease.

## Data Availability Statement

The datasets generated for this study by RNA sequencing can be found in the Gene Expression Omnibus repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE162093. Phosphoproteomics datasets generated for this study can be found in the PRIDE repository: http://www.ebi.ac.uk/pride/archive/projects/PXD025011.

## Ethics Statement

This project was conducted according to the ARRIVE guidelines (Animal Research: Reporting *in vivo* Experiments), with the authorization for animal experimentation number 75 003 in the animal facility, with the approval number B 91 228 107, both delivered by Prefecture de police and the French veterinary department.

## Author Contributions

AG-B, ICG, CFB, DA, GG, and MG-P: conceptualization. DD and SB: methodology. AG-B and LL: validation. AG-B, HP, IG, J-BC, CFB, and MG-P: formal analysis. AG-B, LL, DD, SB, PM, CP, AH-L, and CC: investigation. ICG, CB, DA, GG, and MG-P: resources. AG-B, ICG, HP, and CFB: data curation. AG-B and MG-P: writing—original draft. AG-B, ICG, CFB, DA, GG, and MG-P: writing—review and editing. AG-B, LL, and MG-P: visualization. ICG, CFB, DA, GG, and MG-P: supervision. MG-P: project administration. CFB, DA, GG, and MG-P: funding acquisition. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

AG-B was a former employee of BioMarin Pharmaceutical Inc., and holds shares of the company. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://icy.bioimageanalysis.org

2 http://nemates.org/MA/progs/representation.stats.html

3 http://www.webgestalt.org/

4 https://maayanlab.cloud/Enrichr

5 https://www.mousephenotype.org

How the deposited data were processed for this re-analysis (not part of the article)

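RNA sequencing of 32 primary cultures of mouse brain cells was used, with 4 DMSXL and 4 WT libraries each of neurons, OPC, OL and astrocytes. Groups were taken from the sample labels, and no library was left out. The labels, the paper and the series description give different days in culture for some cell types, as stated beside the expression results, and the numbers of the authors' files were used without regard to these days.

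According to the sample labels, the authors aligned reads with TopHat2 2.0.13 and handled alignments with SAMtools 0.1.19. The labels name a human genome build, which the mouse coordinates of the tables contradict, so coordinates are given as listed. For expression, the authors used DESeq2, and their deposited table of each cell type gives the mean of normalized counts over 8 libraries (a signal), the log2 fold change of DMSXL over WT with its standard error, the Wald statistic (a score), and the p-value with its adjusted p-value. For splicing, the authors used FaRLine, and their deposited tables of the 4 cell types give the PSI of each event in each library as a fraction and the difference between the group medians of PSI. The table of WT OL against WT OPC holds instead the differences between libraries of the same number and their median, and PSI of these libraries was taken from the tables of OL and OPC. The tables also give the p-value of Fisher's exact test on summed reads and, for astrocytes and neurons, the p-value of a generalized linear model, with their adjusted p-values.

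The depth of single libraries is not in these tables, and neither reads per event nor counts per gene were used, so no minimum of reads could be applied and the precision of each PSI is known only from the spread over 4 libraries. The paper gives a range of read depth in its methods.

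Genes were called at an adjusted p of the authors under 0.05 and a fold above 1.4, and splicing events at an adjusted p of the authors under 0.05 and a difference of the authors above 10 points, with exons listed more than once counted once. Values per library were tested by two-sided exact permutation tests over the 35 splits of 8 libraries or, for differences between cell types, by permutation within cell types. PSI per library was also fitted with limma 3.58.1 in R 4.3.3 over events with a mean PSI of 2% to 98% and values in 8 libraries, with and without the replicate number as a block. The fit was tested on simulated data with the spread of the libraries and 100 events changed by 20 points and 100 by 40 points. It called 80%, 82%, 85%, 75% and 83% of the former and 98%, 97%, 98%, 92% and 97% of the latter in astrocytes, OL, OPC, neurons and the differentiation comparison, with 10, 8, 12, 10 and 8 calls among unchanged events. The changed events were picked at random and shifted alike in every library of a group, so these shares do not hold for exons with a wider spread.

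Whether equal replicate numbers pair a DMSXL with a WT culture was checked by correlating residual PSI. In astrocytes, libraries of the same number had correlations of 0.166 to 0.326, against −0.258 to 0.197 for other numbers. In the other cell types no pairing was seen, with at most 0.0980 for the same number. The check can miss a pairing, since WT OL and WT OPC, described as matched in the paper, had only 0.0117 to 0.0308. The p-values outside astrocytes therefore assume unpaired libraries.

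Lists of genes were tested on the authors' test statistics with limma's camera at a preset correlation of 0.01. Overlaps and the 12 families of genes were tested by one-sided Fisher's exact tests, with events or genes in the tested range of PSI as background. Effects of the genotype in 2 cell types were compared by the difference of the log2 fold changes over their combined standard error, among genes with a mean normalized count of at least 10 in both. Levels in 2 tables were compared after adding a pseudocount of 1. Multiple tests were adjusted by the Benjamini-Hochberg method, for limma on PSI within each type of event. Simulations of shared libraries used 100 draws, each with an OL list filled to the size of the real one, and the permutation of gene sets 100000 permutations. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

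Genes and exons named in the text follow a rule set in advance, when Figure 3C, Table 1 and Supplementary File 2 of the paper had been read. The rule takes each gene or exon that the paper names, Fbxl7, Dmpk and the Mbnl and Celf genes, the 10 raised and 10 lowered genes with the largest fold past the thresholds, up to 4 members of each list with the smallest adjusted p, and the 15 astrocyte events and 10 events of each other comparison with the largest change in PSI among those changed in the same direction in every library. Members of the families, of overlaps and of counts that lie outside this rule were named after their values were seen.

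The alternatives tried were a difference above 20 points, limma with and without the replicate block, the authors' generalized linear model, removal of single libraries, other fold thresholds and adjustments for expression, matching by gene, other backgrounds and the authors' own lists of events. Human genes of the transgene, the list of genes that change in WT differentiation of OPC to OL, and proteins were not analysed here.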

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

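The weighing of DMSXL astrocyte replicate 4 against a WT library and against culture pairs, the tests of astrocyte-type cells and of maturation in OL, and the counts over other splits of the libraries were chosen only after the result was seen, as were the list tests at a preset correlation of 0.05.

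Single libraries lay far from the 3 others of their group in 6 of 78 groups of named exons, where about 1 in 20 groups, or 3.9, would by chance. The gap over the range was 0.872 for Eml5 exon 31 in DMSXL neurons replicate 2 (23.7% against 18.8% to 19.4%), 0.892 for Nudt13 exon 10 in WT neurons replicate 1 (35.1% against 27.3% to 28.1%), 0.849 for Palm exon 8 in DMSXL astrocytes replicate 4 (31.3% against 5.67% to 9.55%) and 1 for Sulf1 exon 23 in DMSXL neurons replicate 1 (96.9% against 100%). For Osbp exon 10 it was 0.990 in DMSXL neurons replicate 1 (65.2% against 99.6% to 100%) and 0.911 in WT neurons replicate 2 (100% against 69.2% to 71.9%).

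Genes changed in DMSXL OL had a genotype effect that differed from that in other cells, by the difference over the combined standard error adjusted over these genes alone, for 19 of 38 genes against OPC, 3 of 57 against astrocytes and 17 of 42 against neurons. These genes were selected for their change in OL, which favours a difference. Adjusted over all genes compared, 2 of them differed against OPC, 0 against astrocytes (lowest adjusted p 0.608, from the DESeq2 values) and 3 against neurons.

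Gene lists passed the test in data the paper does not discuss in this way (limma's camera, adjusted p). In neurons, cholesterol synthesis was higher (4.22e-11, positive in 21 of 21 genes, median log2 fold change 0.29), as were neuron markers (0.0279, median 0.09), while reactive astrocyte genes (4.08e-04, median −0.42), annexins and S100 genes (7.01e-04, −0.38), extracellular matrix (0.00343, −0.21), adhesion to the substrate (0.00705, −0.10), TGF-beta and YAP targets (0.00948, −0.29), endothelial markers (0.0146, −0.47), astrocyte markers (0.0168, −0.45) and interferon response (0.0279, −0.38) were lower. At a preset correlation of 0.05, the lists of extracellular matrix, adhesion, astrocyte markers and interferon response (0.0614 each) and of neuron markers (0.103) no longer passed in neurons.

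In OPC, extracellular matrix (8.86e-09, median −0.14), adhesion (7.31e-06, −0.07) and caveolae (3.89e-04, −0.18) were lower, as were annexins and S100 genes (0.0177, −0.19), immediate early genes (0.0177, −0.14) and reported MBNL targets (0.0177, −0.03), of which the last 3 did not pass at a preset correlation of 0.05 (0.0897, 0.0671 and 0.142). In astrocytes, cell cycle (2.47e-06, −0.17) and interferon response (5.37e-06, −0.36) were lower. The sex-linked list did not pass there (limma's camera, adjusted p = 0.753), although all 4 measured genes were positive, with a median of 1.21. Its median was 0.007 in OL, 0.003 in OPC and −0.07 in neurons. Whether the sex of the astrocyte cultures differs between the genotypes was not tested. In OL, annexins and S100 genes (1.41e-21), reactive astrocyte genes (1.26e-18), caveolae (4.27e-11), adhesion (1.52e-07), astrocyte markers (2.67e-06), TGF-beta and YAP targets (7.00e-05), extracellular matrix (0.00350) and interferon response (0.00350) were lower, and splicing regulators were higher (1.12e-04, median 0.08). Of these, extracellular matrix did not pass at a preset correlation of 0.05 (0.0690). No member of the lists in astrocytes and OPC changed by itself.

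The splicing change in DMSXL astrocyte replicate 4 was smaller than in the other DMSXL astrocyte libraries. Its share of 39.3% lay above the highest WT library (10.3%), which argues against a WT library under a DMSXL label, and WT replicate 4 lay at −5.79%, which argues against a shift shared by both cultures of this number. A factor of the pair that scales the change would leave the WT library near 0 and stays open, and replicate 4 had the highest correlation of the 4 numbers (0.326). Its largest displacement toward OL, OPC or neuron cultures was 3.84%, which argues against cells of those cultures in replicate 4. Toward OL, DMSXL replicates 1 to 3 lay at 16.1%, 16.3% and 6.76%, and the WT libraries at −6.44% to 4.90%. Toward OPC, they lay at 11.0%, 5.82% and 9.57%, and the WT libraries at −2.05% to 3.71%. Toward neurons, all libraries lay at −0.964% to 1.98%. Whether the mix or state of cells adds to the larger change in replicates 1 to 3 was not tested. A uniform dilution of the change, by unaffected cells or a lower dose of the repeat, stays open, since the kept shares of larger and smaller changes differed by at most 9.68% (37.0% and 46.7%, and 42.3% and 36.4% for raised and lowered exons).

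The genes lowered in DMSXL OL cultures had a median log2 fold change of −0.66 and an upper quartile of −0.56. They were selected for a fall of more than 1.4-fold, so a gap to lists not so selected was favoured in advance and decides nothing. The astrocyte markers had a median of −0.13 (quartiles −0.25 and −0.05), so by these markers any fall in the share of astrocyte-type cells was small. Whether such a fall accounts for the lowered genes stays open. The mature OL markers had a median of 0.046 (quartiles −0.02 and 0.13, lowest −0.32, limma's camera, adjusted p = 0.311). These markers did not fall as a list, which argues against a broad delay of maturation. A part stays open, since 4 of 19 OPC markers were negative and the others positive (median 0.05, limma's camera, adjusted p = 0.0634, and 0.0396 at a preset correlation of 0). A loss of microglia, endothelial or mural cells also stays open. Their 3 marker lists had a median mean normalized count of at most 3.75, against 210 for the lowered genes, but genes near the floor set this median, so the bound chosen in advance excludes nothing. Of 7 mural markers measured, 6 were negative (median −0.23, limma's camera, adjusted p = 0.311). In the authors' deposited table, Tagln (mean 106) had a log2 fold change of −0.66, Acta2 (60.3) of −0.49, Slco1a4 (93.5) of −0.51 and Pdgfrb (355) of 0.22. The reactive astrocyte genes outside the called genes had a median of −0.34, with 24 of 26 negative. Their mean differed from that of the other astrocyte markers (permutation of genes between the 2 lists, two-sided, p = 0.0238). That test takes genes and not cultures as its units. A less reactive state of astrocyte-type cells may contribute and stays open, as do effects of the repeat in OL.

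The exons misspliced in astrocytes were also shifted in OL cultures, and astrocyte-type cells in these cultures, where Gfap is abundant, may carry the shift, although the paper describes OPC as sorted with anti-CD140a beads before differentiation, which would remove astrocytes, and Gfap had a mean normalized count of 8.89 in the OPC cultures. The share of the astrocyte change seen in OL was 40.2%, 39.9% and 33.6% in 3 equal groups of 73 exons, from those in astrocyte-rich to those in OPC-rich genes, a ratio of 0.836 between the last group and the first. This value does not separate a change in astrocyte-type cells from one in OL, and the 2 cannot be told apart without cell-sorted libraries.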

How the results depend on the processing

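The removal of single libraries, other thresholds, limma and the replicate block were set in advance; the log2 threshold of 0.4, the adjustments over every gene, means in place of medians, other backgrounds, preset correlations, the authors' lists and the counts over other splits were chosen only after the result was seen.

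At a difference above 20 points, 109 events were called in astrocytes, 30 in OL, 1 in OPC, 4 in neurons and 359 from WT OPC to WT OL, with 9 shared by astrocytes and OL, 3 OL exons also changed in differentiation (100% toward OPC, exact binomial test, p = 0.25) and 17 misspliced genes with altered phosphosites, since this threshold keeps fewer events. With limma on PSI per library, counts were 34, 21, 0 and 0 in astrocytes, OL, OPC and neurons (361, 247, 163 and 152 at an unadjusted p under 0.05), with 4 events shared, 12 in differentiation and 6 genes with phosphosites. The authors' generalized linear model gave 129 events in astrocytes. The cause was not tested.

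With the replicate block, limma called 17, 3, 0 and 0 events in astrocytes, OL, OPC and neurons and 743 from WT OPC to WT OL, against 897 unblocked. A pairing by number was seen in astrocytes alone, by a check that can miss a pairing in the other cell types. No paired analysis was possible for expression because values per library were not used.

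Removing 1 library at a time gave 249 to 302 events in astrocytes, 97 to 109 in OL, 11 to 15 in OPC, 15 to 28 in neurons, 1202 to 1260 from WT OPC to WT OL and 43 to 52 shared. These removals recomputed only the difference between medians and kept the authors' adjusted p from reads summed over all libraries. The counts were thus largely fixed in advance and can understate the dependence on single libraries, whereas limma was fitted anew. In neurons, DMSXL replicate 3 (28 without it) and WT replicates 1 and 2 (26 each) moved the count most. By limma, the ranges were 12 to 147 in astrocytes, 8 to 28 in OL, 0 in OPC, 0 to 2 in neurons (2 without WT replicate 3) and 780 to 813 in differentiation. In astrocytes, the count was 20, 14, 12 and 147 without DMSXL replicates 1 to 4 and 17, 20, 21 and 17 without WT replicates 1 to 4. In OL, it was 9 and 8 without DMSXL replicates 2 and 3 and 9 and 8 without WT replicates 3 and 4. The cause was not tested.

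Without a fold threshold, 8 genes were called in astrocytes, 227 in OL and 2 in OPC, since more genes pass. At a log2 fold of at least 0.4, 5 were called in astrocytes, and over genes with a mean of at least 10, 1 in neurons, since Fbxl7 falls under that minimum. Effects differing between OL and OPC numbered 2 over all genes and 10 without a filter, against 19.

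In 35 splits of the libraries, only the real one reached its count by limma in OL (21, highest other 2) and WT OL against WT OPC (897, highest other 1). This is the smallest share that 35 splits allow (0.0286), not adjusted over the comparisons, so chance is unlikely there but not excluded. The paper describes OL and OPC as matched, and the splits leave such a pairing out of account. In astrocytes, where the numbers pair libraries, the 8 splits that part every pair are too few for a share under 0.05 (34, highest other 1), and the 27 that keep a pair gave at most 19. In OPC and neurons the real count was 0 (highest other 2), which all 35 splits reach by construction, so the comparison says nothing there.

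At a preset correlation of 0, lists of OPC markers (0.0396, higher) and cell cycle (0.0334, lower) passed in OL and reactive astrocyte and immediate early genes (0.0369 each, lower) in astrocytes by limma's camera. The 8 exons toward OL numbered 4 to 9 with the WT OL libraries split between the comparisons, 2 with limma and 0 above 20 points. The 43 named exons kept their direction in every setting run. Of the named genes, Lcn2 in OL no longer passed when adjusted over every gene with a p (adjusted p = 0.0619 from DESeq2, against 0.0445). Not run were alternatives that need counts or reads (other normalizations, a read minimum, removal of libraries for expression, an estimated correlation or fry, an interaction per library), the generalized linear model for OL, OPC and differentiation, and ratios of human to mouse DMPK. Unknown reads per event limit the precision of each PSI.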

Differences from the paper's values

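The log2 threshold of 0.4, the authors' lists of events, means in place of medians, backgrounds of all events and the adjustment over every gene were chosen only after the result was seen.

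For differentially expressed genes in astrocytes, the paper shows about 5 in Fig. 3A, read by eye, against 2 here. Of the alternatives set before the data were examined, neither the count without a fold threshold (8) nor that over genes with a mean of at least 10 (2) came within 1.5 times. A log2 fold of at least 0.4, chosen after seeing the values, gave 5 and drops none of the genes called here, since it is looser, and it gave 85 genes in OL, the paper's number, against 58 here at the paper's stated fold of 1.4.

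For single exons in OPC, the paper states 8, against 4 here, and Fig. 5B shows about 5 raised and about 3 lowered, read by eye, against 3 and 1. No alternative set before the data were examined was run for these counts by type. The authors' lists of events, chosen after seeing the values, hold 8 single exons in OPC, including exon 11 of Nek3, and drop none of the paper's called items. They also hold 11 in neurons and 65 in OL, the paper's numbers, against 9 and 64 here.

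For the events shared by astrocytes and OL, the paper's p is 1.48e-11, against 5.40e-60 here for the same 48 events. None of the alternatives set before the data were examined came within 1.5 times: by gene it was 8.56e-54, with limma 2.02e-07 and above 20 points 1.91e-13. With all events with a p as background, chosen after seeing the data, it was 3.33e-89.

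For misspliced genes with altered phosphosites in astrocytes, the paper gives a p below 1.01e-21, against 1.19e-12 here. The alternatives set before the data were examined gave 6.75e-05 (limma), 1.48e-10 (above 20 points) and 1.89e-11 (single exons alone), none within 1.5 times.

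For Slc39a11 exon 6, Table 1 of the paper gives a difference of 25 points, against −24.5 here, the same size with the opposite sign. The sign was negative in each removal of a single library (−28.7 to −20.3) set before the data were examined and with means (−22.4), chosen after seeing the data.

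In Supplementary File 2, the paper lists 43.75 points for Clta exons 6 and 7 in OL (−11.5 here, and 43.75 equals the PSI of WT OL replicate 4), −14 for Mtmr1 exons 3 to 5 (−37.7 here), −37 for Ppap2a exon 3 (−8.21 here) and −56 for Rnf130 exons 8 and 9 (−12.4 here) in astrocytes. No alternative set before the data were examined was run for these, and means, chosen after seeing the data, gave −12.4, −33.0, −8.43 and −12.2. Of 91 exons in the file, 88 were found, 87 of them in the same direction and 84 within the error.

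The p-values of Table 1 equal the authors' adjusted p of the generalized linear model within 1% for 7 of 7 events compared, and that of Fisher's test for 0.

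The paper describes Osbp exon 10 in neurons and Nek3 exon 11 in OPC as cell type specific. Here Osbp libraries of the genotypes overlapped (p = 0.486), and Nek3 was not called at the thresholds (adjusted p of Fisher's test 0.0654), with non-overlapping libraries (exact permutation test, p = 0.0286).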

Other observations

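The shifts in other cell types and the microtubule family without kinases were chosen only after the result was seen.

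Exons misspliced in DMSXL astrocytes moved in the same direction in OL. Their mean shift there was 7.30 points (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0571), with 198 of 223 exons (88.8%) in the same direction, and 1.06 points in OPC (p = 0.0286, adjusted p = 0.0571, 144 of 219) and 0.716 points in neurons (p = 0.343, adjusted p = 0.411, 147 of 219). Exons misspliced in OL were shifted by 13.9 points in astrocytes (same exact test, p = 0.0286 unpaired, adjusted p = 0.0571, 79 of 89), where 0.125 is the lowest p within the pairs of astrocyte libraries.

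In DMSXL OL, the misspliced genes also fell into families more often than by chance: microtubule-binding proteins (6 of 37, adjusted p = 1.04e-04, Clasp2, Dctn4, Dst, Macf1, Map4k4 and Numa1), actin regulators (5 of 36, adjusted p = 6.60e-04, Add1, Capzb, Flna, Inf2 and Tpm3) and myosins (3 of 12, adjusted p = 0.00193, Myo16, Myo6 and Myo9a), by one-sided Fisher's exact tests. Map4k4 is a kinase that the pattern of symbols matches, and without such kinases 5 of 29 microtubule-binding proteins were misspliced (same exact test, p = 3.73e-05). By the same exact test, kinesins (adjusted p = 0.109), integrins and endocytosis (0.137 each), receptor tyrosine phosphatases (0.217), splicing factors (0.257), and calcium channels and matrix proteins (1 each) did not pass in OL.

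For exons with values from human DM1 cortex in the paper's Supplementary File 2, a list the study chose, the direction in mouse cultures was that of the cortex in 73 of 79 (92.4%), in 52 of 56 for astrocytes and 21 of 23 for OL. It was the same in 74 of 83 by the first human study alone and in 72 of 85 by the second.

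Markers of other cell types were expressed in some cultures in the authors' deposited tables. The paper reports cultures of high purity by immunostaining of marker proteins. Mean counts of whole cultures do not tell separate cells of another type from expression in the main cells. In OL cultures, Gfap, Aqp4 and Slc1a3 had mean normalized counts of 185596, 21124 and 32615, beside 18210 for Mbp. In astrocyte cultures, 18 of 20 microglia markers had a mean of at least 10, with a median of 412, against 3 of 20 in OL cultures. The tables are normalized separately, and the share of cells of each type was not estimated.

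Osbp exon 10 in neurons took values near 100% in 4 of 8 libraries and between 65.2% and 71.9% in the other 4, the high value in 3 DMSXL libraries and 1 WT library and the low value in 1 DMSXL and 3 WT libraries.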
